# Mitochondrial fatty acid oxidation regulates monocytic type I interferon signaling via histone acetylation

**DOI:** 10.1126/sciadv.adq9301

**Published:** 2025-01-22

**Authors:** Jing Wu, Komudi Singh, Vivian Shing, Anand Gupta, Brett C. Arenberg, Rebecca D. Huffstutler, Duck-Yeon Lee, Michael N. Sack

## Abstract

Although lipid-derived acetyl–coenzyme A (CoA) is a major carbon source for histone acetylation, the contribution of fatty acid β-oxidation (FAO) to this process remains poorly characterized. To investigate this, we generated mitochondrial acetyl-CoA acetyltransferase 1 (ACAT1, distal FAO enzyme) knockout macrophages. ^13^C-carbon tracing confirmed reduced FA-derived carbon incorporation into histone H3, and RNA sequencing identified diminished interferon-stimulated gene expression in the absence of ACAT1. Chromatin accessibility at the *Stat1* locus was diminished in ACAT1^−/−^ cells. Chromatin immunoprecipitation analysis demonstrated reduced acetyl-H3 binding to *Stat1* promoter/enhancer regions, and increasing histone acetylation rescued *Stat1* expression. Interferon-β release was blunted in ACAT1^−/−^ and recovered by ACAT1 reconstitution. Furthermore, ACAT1-dependent histone acetylation required an intact acetylcarnitine shuttle. Last, obese subjects’ monocytes exhibited increased ACAT1 and histone acetylation levels. Thus, our study identifies an intriguing link between FAO-mediated epigenetic control of type I interferon signaling and uncovers a potential mechanistic nexus between obesity and type I interferon signaling.

## INTRODUCTION

Immune cells exhibit diverse metabolic demands contingent upon their proliferative capacity, polarization, and activation status. It is well established that cellular metabolism is highly integrated with immune cell fate and function. The interaction between metabolism and immune function is defined as immunometabolism and encompasses (i) energy substrate utilization (fate-dependent metabolic remodeling) (*1*–*3*), (ii) the role of metabolic intermediates as signaling molecules (*4*–*6*), and (iii) the indirect sequelae of metabolism on intracellular organelle function and fidelity resulting in subsequent retrograde signaling (*7*–*9*). Emerging evidence implicates pentose phosphate pathway and nucleotide synthesis intermediates (*10*), amino acids, long-chain saturated fatty acids, and amino acid and fatty acid conjugates (*11*) in conferring immunoregulation. In addition, nutrient-sensing organelles are similarly implicated in immune regulation through retrograde signaling from mitochondria (*8*, *12*, *13*), autophagosomes (*10*, *14*, *15*), and the endosome-lysosome system (*16*, *17*). Last, immune cells’ sensing of circulating metabolites (*11*, *18*, *19*) and intracellular nutrient availability (*20*, *21*) integrate metabolic pathways with signaling to regulate immune responses.

Recent research has highlighted the emerging role of acetyl–coenzyme A (CoA) as a crucial metabolic immunoregulator mediator. Acetyl-CoA functions as a substrate in balancing fat oxidation and lipid synthesis, thereby modulating immune responsiveness (*22*). It also serves as a substrate for histone acetylation, which leads to chromatin relaxation and activation of immunoregulatory genes (*23*). Numerous metabolites catabolized in mitochondria generate acetyl-CoA, with glucose being a canonical example whereby nutrient-derived carbon integrates into the epigenome through histone acetylation (*24*). Recently, acetyl-CoA derived from lipid oxidation was identified as a major contributor to the global acetyl-CoA pool, which is reflected by increased levels of acetate, citrate, and histone acetylation (*25*). However, direct evidence specifying the enzymes and metabolic intermediates that bridge lipids to acetyl-CoA, their transport mechanisms for histone acetylation, and their specific roles in immunoregulation remains lacking.

To investigate the composite roles of various components of lipid oxidation, we focused on exploring the potential immunoregulatory role of the mitochondrial thiolase acetyl-CoA acetyltransferase 1 (ACAT1) in myeloid cells. As its name implicates, ACAT1 is enriched in mitochondria and functions as a mitochondrial acetyltransferase enzyme (*26*). It is a key distal enzyme in the catabolism of isoleucine (*27*), fatty acids (*28*), and ketone bodies (*29*) to generate acyl-CoA moieties and CoA. We hypothesized that studying this enzyme may provide additional insight into how mitochondrial metabolism and signaling regulate immune cell function.

In this study, we found that type I interferon (T1IFN) signaling was substantially diminished in myeloid cells following the genetic depletion of ACAT1. This effect was due to the reduction in fatty acid–mediated histone acetylation, resulting in attenuation in transcript and protein levels of a canonical T1IFN regulatory protein signal transducer and activator of transcription 1 (STAT1). We confirmed that this modulation of histone acetylation by fatty acid catabolism is dependent on the carnitine/acylcarnitine translocase (CACT). Moreover, in human subjects with obesity, circulating monocytes exhibited higher levels of ACAT1 compared to lean control subjects. This increase was associated with elevated histone acetylation and higher transcript levels of canonical T1IFN pathway genes. These findings collectively indicate that ACAT1-mediated fatty acid oxidation (FAO) enhances histone acetylation on the Stat1 locus, thereby orchestrating the induction of T1IFN signaling in myeloid cells.

## RESULTS

### ACAT1 depletion dampens T1IFN signaling

To elucidate the role of ACAT1, we first examined its expression profile in circulating immune cells using publicly available databases. Single-cell RNA sequencing (RNA-seq) data from human peripheral blood mononuclear cells (PBMCs) were interrogated in the Immunological Genome Project database (https://immgen.org/). Analysis of the Leiden algorithm revealed that Acat1 expression is highly enriched across all PMBC lineages (fig. S1A). Moreover, data from the Human Protein Atlas (https://proteinatlas.org/) show that ACAT1 is localized to mitochondria and expressed in various PBMC cell populations, albeit at lower levels in polymorphonuclear leukocytes (fig. S1B).

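Acat1 lies on chromosome 9 of GRCm38 from 53580522 to 53610382, on the minus strand. Of its 3 transcripts in the GENCODE annotation, the one used here to number exons has 12. Exon 4 of that transcript, to which the paper's guide was directed, is 96 bases long and spans 53594694 to 53594789. Acat1 was counted in all 12 libraries, 109.5 ± 17.1 CPM (SD, n = 3) in WT and 30.0 ± 1.89 CPM (SD, n = 3) in ACAT1 KO cells without stimulation, a log2 fold change of -1.87 (standard error 0.124, adjusted p = 0.00876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After LPS it was 73.0 ± 13.6 CPM (SD, n = 3) in WT and 17.3 ± 0.641 CPM (SD, n = 3) in ACAT1 KO cells, a log2 fold change of -2.08 (standard error 0.130, adjusted p = 7.87e-04 from the same test). In both states every ACAT1 KO library lay below every WT library, and the exact permutation test of 3 against 3 lines cannot go below p = 0.100. Counts of whole transcripts cannot show which exon was edited.

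**Figure D1:**
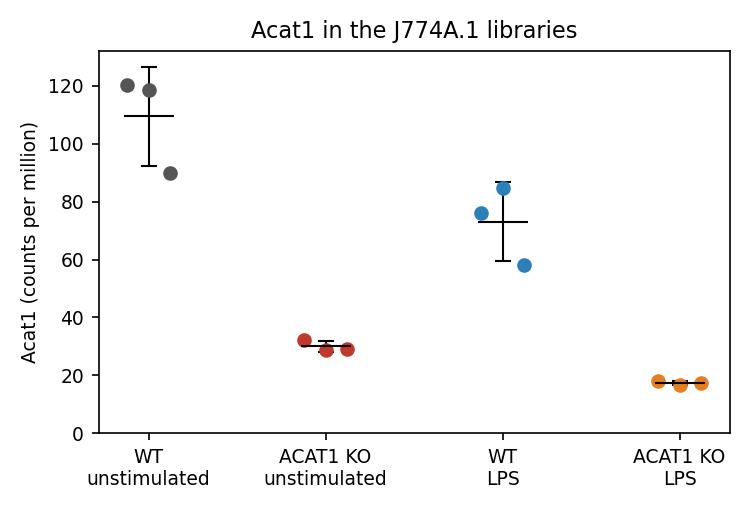
Acat1 CPM, normalized by TMM, in each library, with the mean and SD of 3 lines per group. The ACAT1 KO libraries lie between 16.7 and 32.1 CPM and the WT libraries between 58.2 and 120.3 CPM.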

To further investigate ACAT1’s role in innate immune cells, we used the murine J774A.1 macrophage cell line and generated an isogenic cell line lacking ACAT1 via CRISPR-Cas9 gene editing. We conducted RNA-seq on both unstimulated or lipopolysaccharide (LPS)–stimulated wild-type (WT) and ACAT1 knockout (KO/ACAT^−/−^) macrophages. 

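J774A.1 is a mouse macrophage line. RNA from 3 WT and 3 ACAT1 KO lines was sequenced without stimulation and after 2 hours with 100 ng/ml LPS, a bacterial ligand of TLR4, giving 12 libraries. The authors deposited whole-number counts per gene, without normalization, after alignment to GRCm38. Counts per library ranged from 56948593 to 109325513 in unstimulated WT cells and from 79971704 to 127263834 in unstimulated ACAT1 KO cells. After LPS they ranged from 97029110 to 167280149 in WT cells and from 96704955 to 123810269 in ACAT1 KO cells. Counts were normalized by the TMM method, genes with few counts were removed by edgeR's default filter, and genotypes were compared within each state by edgeR's quasi-likelihood test. This left 16440 genes in unstimulated cells and 16483 after LPS. The common biological coefficient of variation was 0.285 in unstimulated cells and 0.108 after LPS. The unstimulated libraries of WT replicates 1 and 2 and ACAT1 KO replicate 2 carried 0.0393%, 0.0531% and 0.0592% of their counts on noncoding genes lying in exons of the other strand, against at most 0.0154% in the other libraries, and had the 3 lowest totals. Genes that overlap exons of the other strand are therefore uncertain in unstimulated cells.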

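PCA of the genes with an unadjusted p under 0.05 in unstimulated cells placed 77.4% of the variance on PC1, and that of the corresponding genes after LPS placed 78.3% there. PC1 separated the genotypes in both. These genes were selected by genotype, and the DE genes of each of the other 9 splits of the 6 unstimulated libraries also separated the groups of that split on PC1. Without selection, PC1 of all genes tested held 38.0% of the variance in unstimulated cells and 42.6% after LPS. It separated the genotypes in both states, and the closest unstimulated libraries had scores of 8.37 for WT replicate 3 and 16.8 for ACAT1 KO replicate 2. With the 500 most variable genes, PC1 held 87.5% of the variance in unstimulated cells without separating the genotypes, which parted on PC2 with 6.64%. That PC1 followed the counts on the other strand. WT replicates 1 and 2 and ACAT1 KO replicate 2 scored from -20.6 to -16.3 and the other unstimulated libraries from 17.2 to 20.5. On PC1 of all genes tested the former also lay lowest within their genotype. After LPS the 500 most variable genes left 61.7% on PC1, which separated the genotypes. Over all 12 libraries PC1 held 53.3% of the variance and parted LPS from unstimulated cells, and PC2 held 14.6% and parted the genotypes.

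**Figure D2:**
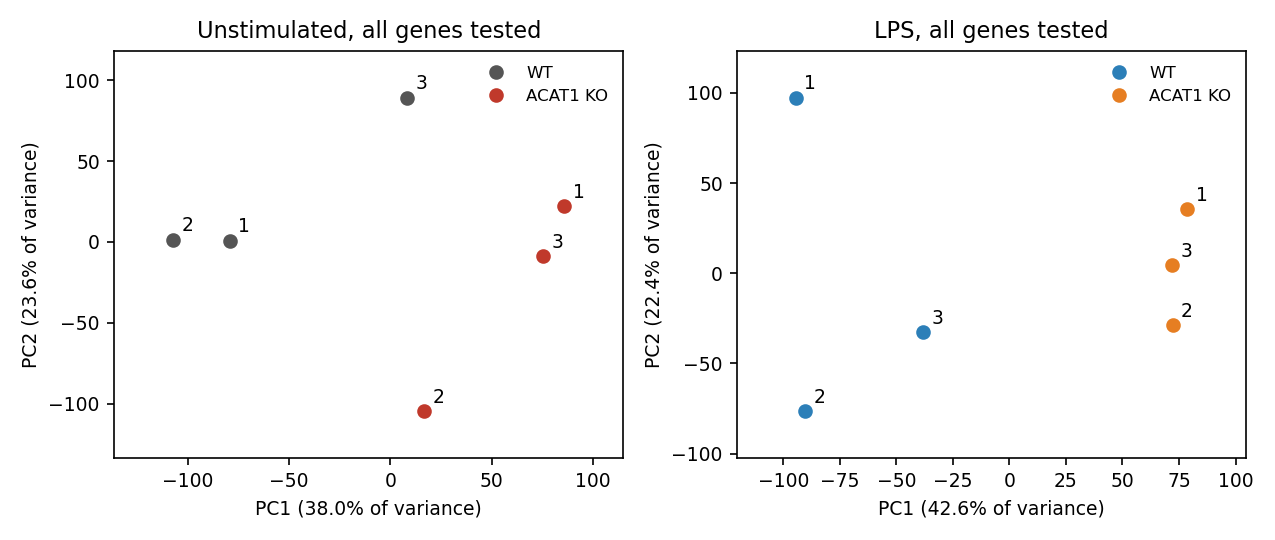
Scores of each library on PC1 and PC2 of log2 CPM of all genes tested, in unstimulated and LPS-stimulated cells, labelled by replicate. In unstimulated cells WT replicate 3 and ACAT1 KO replicate 2 lie closest on PC1, at 8.37 and 16.8.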

Principal components analysis (PCA) of differentially expressed (DE) genes showed that the presence or absence of the Acat1 gene was the principal component driving gene expression changes, irrespective of the cell activation status (fig. S2). 

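At an unadjusted p under 0.05, 1599 genes were higher and 1633 were lower in unstimulated ACAT1 KO cells, where 822 of the genes tested would pass by chance. After Benjamini-Hochberg adjustment 314 genes passed, 122 higher and 192 lower, of which 87 changed by a log2 fold change above 1 in size. Leaving out WT replicate 2 moved this count most, to 7 genes, and DESeq2 gave 1721. Of the genes past the adjusted threshold, 108 lay on chromosome 12 or on chromosome 2 from 90 Mb, which hold 7.87% of the genes tested. In a fit without these segments, chosen after the data were seen, 7 genes higher and 67 lower passed. Cd28, on chromosome 1 from 60716800 to 60773359, was 72.7 ± 15.7 CPM (SD, n = 3) in WT and 12.7 ± 0.981 CPM (SD, n = 3) in ACAT1 KO cells, a log2 fold change of -2.52 (standard error 0.159, adjusted p = 0.00876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jag2, on chromosome 12 where genes were lower as a group in ACAT1 KO cells, had a log2 fold change of -2.03 (standard error 0.131, adjusted p = 0.00876 by the same test). Spn, on chromosome 7 from 127132232 to 127137823, was higher in ACAT1 KO cells, with a log2 fold change of 1.04 (standard error 0.0806, adjusted p = 0.0108 by the same test), and passed in 4 of the 6 fits that each left out a library.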

A total of 3288 genes were DE, with 1618 genes up-regulated and 1670 genes down-regulated in unstimulated ACAT1^−/−^ cells (fig. S3A and table S1). 

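A list of 58 interferon-stimulated genes written by hand and holding none of the genes labelled in Fig. 1B, Fig. 1C or fig. S3B, was tested in place of the pathway terms, which are not analysed here. The 57 genes tested had a median log2 fold change of -0.60 in unstimulated ACAT1 KO cells, and 52 were lower. Of these, 15 passed the adjusted threshold over all genes tested and 41 passed when adjusted over the list alone. The camera test of limma, with a preset correlation of 0.01 and adjusted over 6 lists, gave p = 6.50e-31, and fry gave p = 0.0207. With the correlation estimated from the libraries, the adjusted p was 0.140. Usp18 had the largest change of the 5 members with the smallest p, a log2 fold change of -1.76 (standard error 0.201, adjusted p = 0.0215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Pml had the smallest p of the list, with a log2 fold change of -0.63 (standard error 0.0696, adjusted p = 0.0199 by the same test). Over the 6 fits that each left out a library Usp18 passed in 2 and Pml in 1. Within the libraries with more counts on the other strand, 2 WT and 1 ACAT1 KO, the list's median was -0.44, and within the others, 1 WT and 2 ACAT1 KO, it was -0.70. The 39 genes tested of a list of 42 inflammatory genes had a median of 0.058 (camera, adjusted p = 0.360), which became -0.24 without ACAT1 KO replicate 1.

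**Figure D3:**
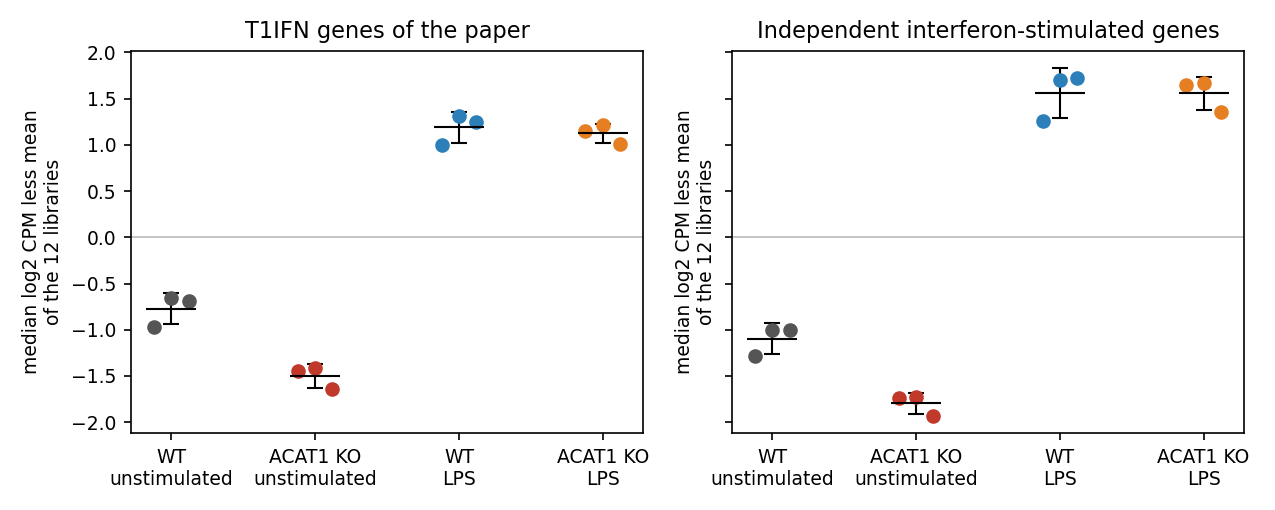
Median over the T1IFN genes of the paper, and over the independent interferon-stimulated genes, of log2 CPM less the gene's mean over the 12 libraries, for each library, with the mean and SD of 3 lines per group. Unstimulated ACAT1 KO libraries lie below unstimulated WT libraries in both interferon lists.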

Pathway enrichment analysis using ClusterProfiler that is curated for pathways linked to immune cell type and signaling revealed that the most significantly regulated DE genes were associated with responses to viral infections and interferon-β (IFN-β) pathway (Fig. 1A and fig. S3B).

**Fig. 1.**
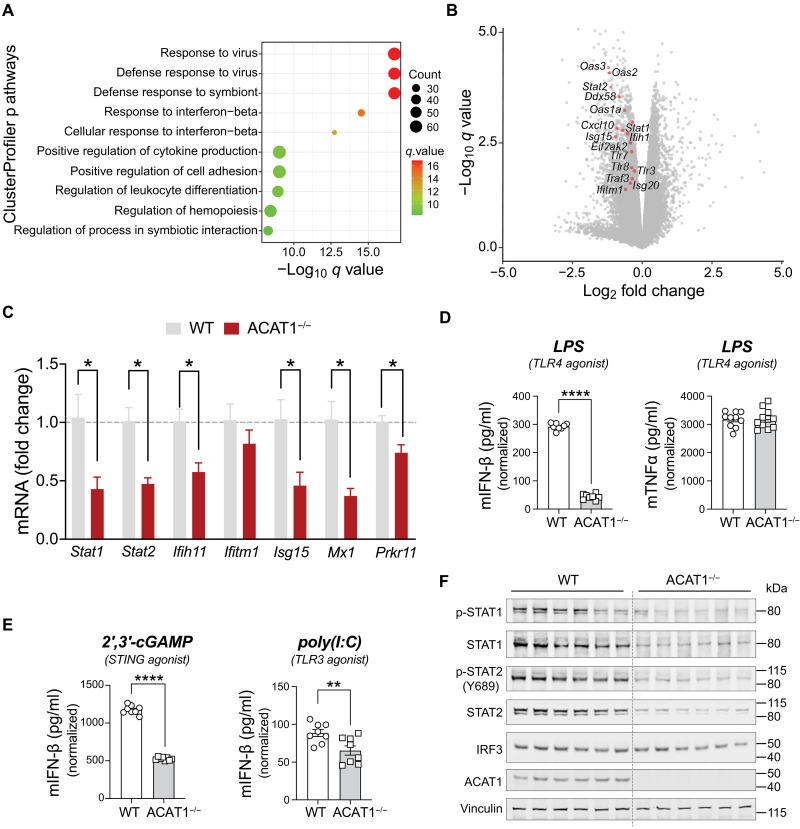
T1IFN pathway is down-regulated in ACAT1^−/−^ macrophage cells. (**A**) Dot plot of the ClusterProfiler pathway from 1618 down-genes of a total of 3288 common DE genes from the naïve cells. The *x* axis represents negative log_10_-transformed *q* values, and the dot-plot color was scaled to transformed *q* values. The size of the dot was scaled to the number of genes overlapping with the indicated pathway on the *y* axis. (**B**) Volcano plot of DE genes (*P* < 0.05) from WT versus ACAT1^−/−^ macrophage cells under basal state (*n* = 3 different lines per genotype). The statistically significant T1IFN genes are highlighted in red circles and labeled. (**C**) Quantitative RT-PCR analysis of T1IFN pathway–related genes in WT versus ACAT1^−/−^ cells (*n* = 3 lines per genotype). Data were normalized to 18*S* rRNA and represented as means ± SEM. *P < 0.05. Unpaired two-tailed Student’s *t* test. (**D**) IFN-β or TNFα production measured by ELISA from WT versus ACAT1^−/−^ cells stimulated with TLR4 agonist (*n* = 8 replicates per treatment). (**E**) IFN-β production measured by ELISA from WT versus ACAT1^−/−^ cells stimulated with STING or TLR3 agonist (*n* = 8 replicates per treatment). Data were represented as means ± SEM. **P < 0.01; ****P < 0.0001. Unpaired two-tailed Student’s *t* test. (**F**) Representative immunoblot of phospho-STAT1/2 and total STAT1/2 levels in WT versus ACAT1^−/−^ cells stimulated with LPS (*n* = 6 per genotype).

As depicted on the volcano plot of DE genes, transcripts encoding signaling and regulatory proteins in the T1IFN pathway were robustly down-regulated following Acat1 deletion (Fig. 1B). 

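All 18 T1IFN genes labelled in Fig. 1B, Fig. 1C or fig. S3B had a negative log2 fold change in unstimulated ACAT1 KO cells, from -1.22 to -0.28 with a median of -0.61. At an unadjusted p under 0.05, 17 of them were lower. Adjusted over the list alone 17 passed, and over all genes tested 5 did: Oas3, Oas2, Stat2, Ddx58 and Oas1a. Over the 6 fits that each left out a library, Stat2 passed in 2, Oas3 in 1, Oas2 in 1, Ddx58 in 1 and Oas1a in 0, all with negative values. The study chose these genes on the same libraries, so neither these counts nor a set test of the list is independent evidence. The set test gave an adjusted p of 3.49e-18 with camera and 0.0153 with fry, and 0.115 with the correlation estimated. Oas3, on chromosome 5 from 120753098 to 120777661, was 90.8 ± 14.9 CPM (SD, n = 3) in WT and 39.1 ± 5.49 CPM (SD, n = 3) in ACAT1 KO cells, a log2 fold change of -1.22 (standard error 0.146, adjusted p = 0.0265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stat2 was 50.7 ± 11.2 CPM (SD, n = 3) in WT and 22.9 ± 1.09 CPM (SD, n = 3) in ACAT1 KO cells, a log2 fold change of -1.15 (standard error 0.156, adjusted p = 0.0344 by the same test). Traf3 lies on chromosome 12, where genes were lower as a group in ACAT1 KO cells. Reads of Oas1a could be split with its near-identical copies, so its value is uncertain. With reference to the volcano plot of Fig. 1B, the paper states that transcripts of the T1IFN pathway were robustly lower after Acat1 deletion.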

Quantitative reverse transcription polymerase chain reaction (RT-PCR) confirmed the reduction in transcript levels of T1IFN pathway genes in ACAT1^−/−^ macrophages (Fig. 1C). To functionally validate these transcript signatures, we stimulated WT and ACAT1^−/−^ cells with various T1IFN inducers, including LPS [Toll-like receptor 4 (TLR4) agonist], 2′,3′-cGAMP [cyclic guanosine and adenine monophosphate (STING agonist)], and poly(I:C) [Polyinosinic:polycytidylic acid (TLR3 agonist)]. Here, ACAT1^−/−^ cells exhibited significantly diminished IFN-β secretion compared to WT controls (Fig. 1, D and E). The canonical TLR4-induced cytokine tumor necrosis factor–α (TNFα) was not affected in ACAT1^−/−^ cells (Fig. 1D, right panel).

Further assessment of canonical T1IFN signaling in response to LPS showed that pathway activation, including phosphorylation of STAT1 and STAT2, was markedly reduced in ACAT1^−/−^ cells. Notably, the steady-state levels of STAT1 and STAT2 were substantially lower, whereas interferon regulatory factor 3 (IRF3) levels remained unchanged (Fig. 1F). Together, these data suggest that ACAT1 plays a critical role in regulating T1IFN response, primarily through the modulation of selective gene expression.

### ACAT1 depletion attenuates histone acetylation

ClusterProfiler enrichment analysis curated for intracellular signaling pathways also uncovered that chromatin and histone modification pathways were differentially regulated in ACAT1^−/−^ cells compared to WT counterparts upon LPS stimulation (Fig. 2A, fig. S3C, and table S2). 

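A list of 104 histone acetyltransferases, deacetylases, methyltransferases, demethylases and their complex members, written by hand, was tested in place of the chromatin terms, which are not analysed here. After LPS, the 103 genes tested had a median log2 fold change of -0.14 in ACAT1 KO cells, 79 of them lower. Over all genes tested 23 were lower and 1 was higher at an adjusted p under 0.05, and adjusted over the list alone 37 passed. The single gene higher was Hdac7, named after its value was seen, at 0.0755 ± 0.0217 CPM (SD, n = 3) in WT and 0.182 ± 0.0235 CPM (SD, n = 3) in ACAT1 KO cells, and it passed in 1 of the 6 fits that each left out a library. The list's adjusted p was 1.22e-04 with camera and 0.00806 with fry, and 0.191 with the correlation estimated. When a trend on gene length and GC content was removed from each library, the median was -0.051 (camera, adjusted p = 0.149). Dot1l had a log2 fold change of -0.60 (standard error 0.0681, adjusted p = 0.00310 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Kmt2c a log2 fold change of -0.65 (standard error 0.0876, adjusted p = 0.00499 by the same test). Rcor1 lies on chromosome 12, where genes were lower as a group, and had a log2 fold change of -0.36 (standard error 0.0489, adjusted p = 0.00485 by the same test). From the pathway enrichment of Fig. 2A, the paper states that chromatin and histone modification pathways differed between ACAT1 KO and WT cells upon LPS stimulation.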

To assess whether histone acetylation was altered in the absence of ACAT1, we used a cellular mitogenic stimulation protocol to induce a net increase in histone acetylation by synchronizing cells through serum starvation and reintroduction (shown in the inset of Fig. 2B) (*24*). Immunoblot analysis over an 8-hour period following serum stimulation indicated increased acetylation of nuclear H3 and H4 in control cells but not in ACAT1^−/−^ cells (Fig. 2B). Tubulin acetylation in the cytosol showed similar dynamics between WT and ACAT1^−/−^ cells (Fig. 2B). The temporal changes in H3 acetylation compared to tubulin over a 24-hour post-serum stimulation period are shown in Fig. 2C.

**Fig. 2.**
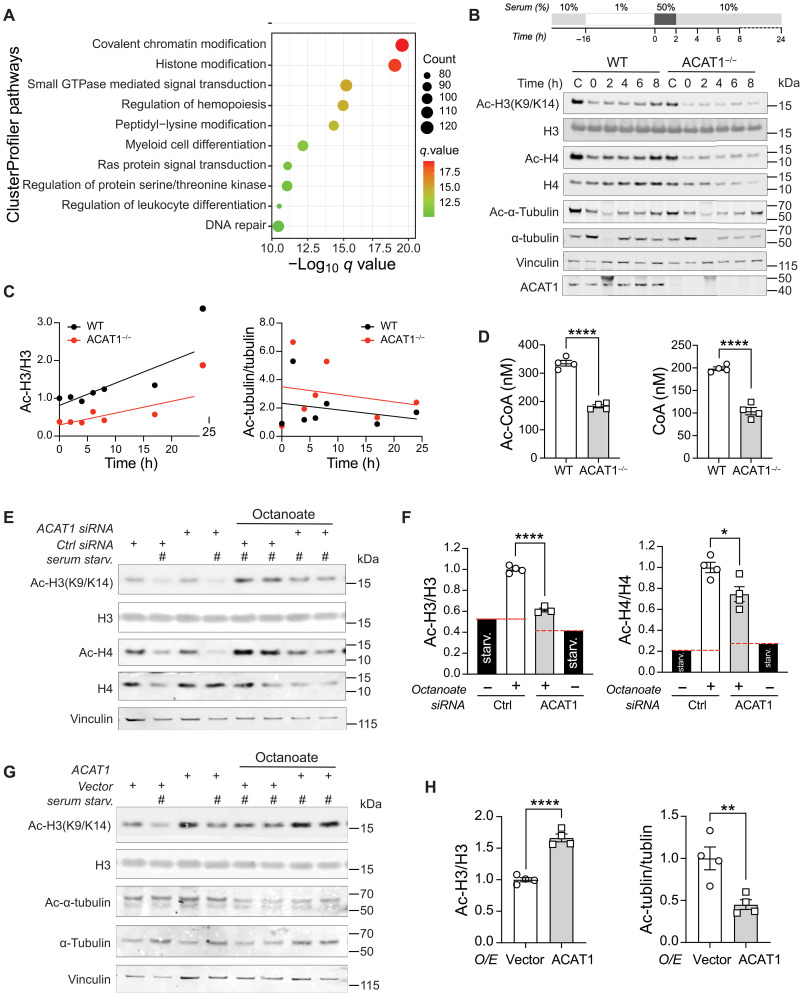
Fatty acid–mediated histone acetylation is impaired in ACAT1-deficient cells. (**A**) Dot plot of the ClusterProfiler pathway from 2760 down-regulated genes of a total of 4255 common DE genes (LPS-stimulated). The *x* axis represents negative log_10_-transformed *q* values, and the dot-plot color was scaled to transformed *q* values. The size of the dot was scaled to the number of genes overlapping with the indicated pathway on the *y* axis. (**B**) Scheme and Western blotting of histone acetylation in WT and ACAT1^−/−^ cells during cellular response to serum stimulation. h, hours. (**C**) Ratio of acetylated histone H3 to total H3 or acetylated tubulin to total tubulin was quantitated at each time point and fitted to a linear regression curve. (**D**) Acetyl-CoA or CoA level was assessed in WT and ACAT1^−/−^ cells by HPLC. (**E**) Western blotting of histone acetylation in human monocytes transfected with either control siRNA or ACAT1 siRNA under serum starvation in combination with octanoate (2 mM). (**F**) Quantitative analysis of acetylated H3 to total H3 or acetylated H4 to total H4 ratio in above siRNA-transfected cells. (**G**) Western blotting of histone acetylation in human monocytes transfected with either an empty vector or human ACAT1-expressing plasmid under serum starvation in combination with octanoate (2 mM). (**H**) Quantitative analysis of acetylated H3 to total H3 or acetylated α-tubulin to total α-tubulin ratio in above transfected cells. Data were analyzed by unpaired two-tailed Student’s *t* test. All data were represented as means ± SEM. *P < 0.05; **P<0.01; ****P < 0.0001.

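In LPS-stimulated cells 2327 genes were higher and 2827 were lower in ACAT1 KO cells at an unadjusted p under 0.05, against 824 by chance. After adjustment 2481 genes passed, 977 higher and 1504 lower. Leaving out ACAT1 KO replicate 2 moved this count most, to 867 genes. Chromosome 12 and distal chromosome 2 held 520 of the genes past the adjusted threshold. The WT and ACAT1 KO libraries did not overlap for 37.6% of genes, where chance gives 10%. With upper-quartile normalization 2773 genes were higher and 2437 lower at an unadjusted p under 0.05, and 1190 and 1288 after adjustment. Every other setting gave more genes lower than higher. The balance of directions at an unadjusted p under 0.05 therefore depends on the scaling.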

ACAT1, a distal enzyme in FAO, produces acetyl-CoA, which positively regulates histone acetylation to facilitate gene transcription (*24*, *30*). We therefore measured levels of acetyl-CoA and CoA in WT and ACAT1^−/−^ cells using high-performance liquid chromatography (HPLC). As expected, the levels of acetyl-CoA and CoA were significantly lower in the ACAT1^−/−^ cells (Fig. 2D). Beyond the murine macrophage cell line, we also used primary human monocytes with small interfering RNA (siRNA) knockdown to examine how ACAT1 regulates histone acetylation through various metabolic pathways using different upstream substrates, e.g., glucose, and the medium-chain fatty acid octanoate (Fig. 2E and fig. S4). Octanoate supplementation had the most robust effect on H3 and H4 acetylation, and these modifications were blunted following the knockdown of *ACAT1* in human monocytes (Fig. 2, E and F). In contrast, glucose-mediated histone acetylation in human monocytes was unaffected by *ACAT1* knockdown (fig. S4).

To further demonstrate the pivotal role of the FAO pathway in histone acetylation, we used siRNA to knock down two key enzymes involved in medium-chain FAO: Acyl-CoA synthetase medium chain family member 2A (ACSM2A) and Acyl-CoA dehydrogenase (ACADM) (fig. S5A). *ACSM2A* knockdown significantly blunted H3 and H4 acetylation following octanoate supplementation (fig. S5, B and C), whereas *ACADM* knockdown had no impact, likely due to its low expression in human monocytes (https://proteinatlas.org/). Conversely, overexpression of ACAT1 in the presence of octanoate increased histone H3 acetylation but did not affect the acetylation of cytoskeletal protein α-tubulin (Fig. 2, G and H).

Furthermore, to determine whether histone acetylation via FA-derived acetyl-CoA is substantially impaired in ACAT1^−/−^ cells, we performed stable isotope tracing with uniformly labeled ^13^C-octanoate to track incorporation into whole-cell acetyl-CoA pools, followed by liquid chromatography–mass spectrometry detection of histone H3 K9 and K14 acetylation (Fig. 3A). The degree of ^13^C incorporation in acetyl-H3 was markedly reduced in ACAT1^−/−^ macrophage cells (Fig. 3B). Together, these findings underscore the critical role of mitochondrial ACAT1 in linking lipid-derived acetyl-CoA to nuclear histone acetylation.

**Fig. 3.**
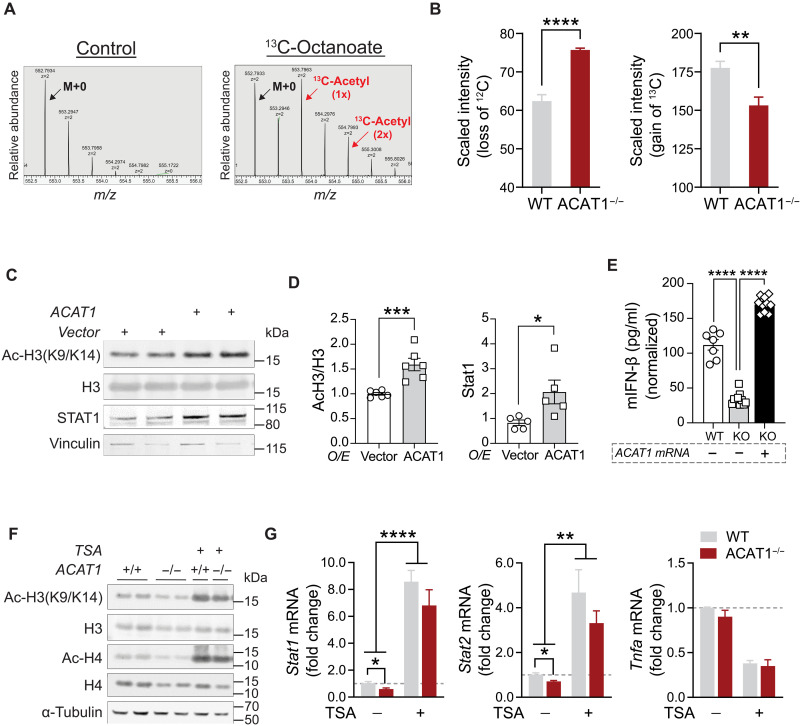
Histone acetylation is required for ACAT1-mediated transcriptional regulation of STAT1 and T1IFN production. (**A**) Representative MS spectra from WT cells treated with vehicle (left) or [U-^13^C]octanoate (right), highlighting the isotope distribution of histone H3 peptides acetylated on one or two lysine residues. Mass shifts to the right indicate the presence of [U-^13^C]octanoate-derived carbon at those specific histone lysine residues. (**B**) Bar graph showing the loss of ^12^C (left) and the gain of ^13^C (right) from the precursor ion of the singly acetylated peptide of H3K9 or H3K14. Data were represented as means ± SD. **P < 0.01; ****P < 0.0001. (**C**) Western blotting of histone H3 acetylation and STAT1 in human monocytes transfected with either an empty vector or human ACAT1-expressing plasmid under normal serum conditions. (**D**) Quantitative analysis of acetylated H3 to total H3 ratio or STAT1 level (normalized to vinculin) in above transfected cells. Data were represented as means ± SEM. *P < 0.05; ***P < 0.001. (**E**) Mouse IFN-β production measured by ELISA from WT, ACAT1^−/−^ cells, or KO cells transfected with ACAT1 mRNAs. Data were represented as means ± SEM. ****P < 0.001. (**F**) Western blotting of histone acetylation in WT and ACAT1^−/−^ cells treated with vehicle or TSA. (**G**) Quantitative RT-PCR analysis of mouse Stat1, Stat2, and Tnfα genes in WT and ACAT1^−/−^ cells treated with either vehicle or TSA for 16 hours. Data were normalized to 18*S* rRNA and represented as means ± SEM. *P < 0.05; **P < 0.01; ****P < 0.0001.

### Histone acetylation is required for ACAT1-mediated up-regulation of STAT1 and T1IFN

Histone acetylation, a pivotal posttranslational modification known for facilitating gene transcription by modulating nucleosomal conformation through the dissociation of histones from DNA, plays a critical role in cellular processes. We therefore examined the impact of ACAT1 overexpression on histone acetylation and STAT1 levels in human monocytes. Here, ACAT1 overexpression led to a significant increase in H3(K9/K14) acetylation and concurrently elevated the steady-state levels of STAT1 (Fig. 3, C and D). Furthermore, reintroduction of Acat1 into ACAT1^−/−^ J774A.1 cells resulted in a concomitant induction of LPS-mediated IFN-β secretion, reaching levels comparable to those observed in WT cells (Fig. 3E). To validate the involvement of histone acetylation in T1IFN biology, we then used trichostatin A (TSA), a broad histone deacetylase (HDAC) inhibitor. Here, TSA treatment markedly augmented histone H3 and H4 acetylation in both WT and KO macrophages without altering total protein levels (Fig. 3F). In addition, TSA increased transcript levels of Stat1 and Stat2 but did not affect Tnfα expression in either WT or ACAT1^−/−^ cells (Fig. 3G).

To further investigate the mechanism by which ACAT1 regulates the transcription of T1IFN-related genes, we performed assay for transposase-accessible chromatin using sequencing (ATAC-seq) in WT and ACAT1^−/−^ cells following LPS stimulation. The ATAC-seq pathway enrichment analysis indicates that chromatin accessibility is differentially regulated between WT and ACAT1^−/−^ cells across various immune response signaling pathways (fig. S6). Notably, peak coverage for genes in the IFN-α/β signaling pathway is reduced in the KO cells compared to WT cells (fig. S7). Normalized coverage around the transcription start site (TSS) for *Stat1* and interferon-stimulated gene *Cxcl10* is substantially higher in WT cells than in KO cells, indicating diminished chromatin accessibility at the *Stat1* and *Cxcl10* loci in the KO cells (Fig. 4, A and B). Before delving deeper, we used an integrated bioinformatics approach to compare down-regulated DE genes in our RNA-seq dataset (WT versus ACAT1^−/−^) with a publicly available H3K9ac chromatin immunoprecipitation sequencing (ChIP-seq) dataset from naïve WT murine bone marrow–derived macrophages (GSE113226). The Venn diagram illustrates an overlap of 595 genes between these datasets (Fig. 4C). Subsequent ClusterProfiler pathway analysis supported a notable overlap of genes associated with the antiviral response in these datasets (Fig. 4D). To examine potential modifications in the transcriptional machinery of Stat1 in the presence or absence of ACAT1, we used the UCSC genome browser (*28*) to annotate the promoter and enhancer loci of Stat1 (fig. S8). Quantitative H3K9ac ChIP-murine Stat1-PCR revealed that the deletion of Acat1 resulted in diminished H3K9ac binding at the putative promoter and selective distal enhancers of the murine Stat1 gene (Fig. 4E). These findings suggest that ACAT1 could influence Stat1 gene expression through histone acetylation and its binding to the upstream regulatory elements of the Stat1 locus.

**Fig. 4.**
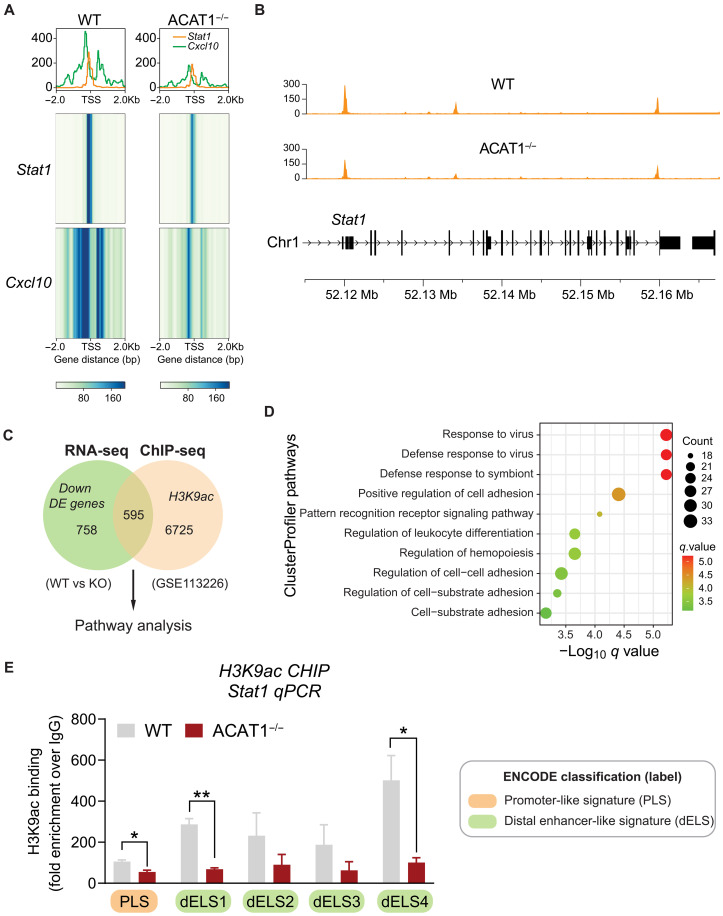
Chromatin accessibility and binding of acetylated histone H3 to the *Stat1* locus are reduced in ACAT1^−/−^ cells. (**A**) Heatmap and normalized signal density in aligned TSS and flanking regions of *Stat1* and *Cxcl10* genomic loci in WT versus ACAT1^−/−^ cells. The one-dimensional signal at the top of the figure is the column summation of the bottom heatmap plot. The value in the top plots is the RPGC. (**B**) ATAC-seq tracks at the *Stat1* locus in LPS-stimulated WT and ACAT1^−/−^ cells, showing the normalized coverage and genomic context of the entire *Stat1* gene cassette. (**C**) Flowchart showing down-regulated DE genes from the naïve RNA-seq dataset and H3K9ac ChIP-seq dataset (GSE113226, unstimulated cells) used to identify DE genes specifically regulated by ACAT1 and H3K9 acetylation. The 595 overlapping DE genes were subjected to pathway enrichment analysis. (**D**) Dot plot of the ClusterProfiler pathway from above 595 overlapping DE genes of a total of 2969 common DE genes. The *x* axis represents negative log_10_-transformed *q* values, and the dot-plot color was scaled to transformed *q* values. The size of the dot was scaled to the number of genes overlapping with the indicated pathway on the *y* axis. (**E**) Quantitative H3K9ac ChIP-PCR analysis of mouse Stat1 promoter/enhancer sequences in WT and ACAT1^−/−^ cells. IgG, immunoglobulin G. Data were represented as means ± SEM. *P < 0.05; **P < 0.01. Unpaired two-tailed Student’s *t* test.

### The carnitine shuttle is essential for ACAT1-mediated histone H3 acetylation

Acetyl-CoA, a crucial substrate for histone acetylation, cannot directly traverse organelle membranes, necessitating a transport mechanism across mitochondrial membranes for FAO-mediated nuclear-cytosolic acetylation events. The pathways governing histone acetylation from mitochondrial-derived acetyl-CoA have been shown to be dependent (*24*) or independent on adenosine triphosphate–citrate lyase (ACLY) (*25*, *31*). In the latter case, recent studies suggest that both glucose and fatty acids can supply nuclear-cytosolic acetyl-CoA through a pathway that does not require ACLY but involves acetylcarnitine shuttling (*24*, *25*). We sought to understand which cellular mechanism is involved in the ACAT1-mediated histone acetylation from FA-derived carbon. Unlike ACAT1, the siRNA knockdown of ACLY did not disrupt histone H3 and H4 acetylation in human monocytes following overnight serum starvation and subsequent treatment with octanoate (Fig. 5A). We then targeted various components of acetylcarnitine shuttling, including carnitine acetyltransferase (CrAT) and the CACT. Following overexpression of ACAT1 in human monocytes, siRNA knockdown of *CrAT* resulted in a modest reduction, whereas knockdown of *CACT* led to a more pronounced decrease in histone H3 acetylation without altering α-tubulin acetylation levels (Fig. 5, B and C). These findings suggest that acetyl-CoA generated through mitochondrial ACAT1 is reliant on the acetylcarnitine shuttle for histone acetylation.

**Fig. 5.**
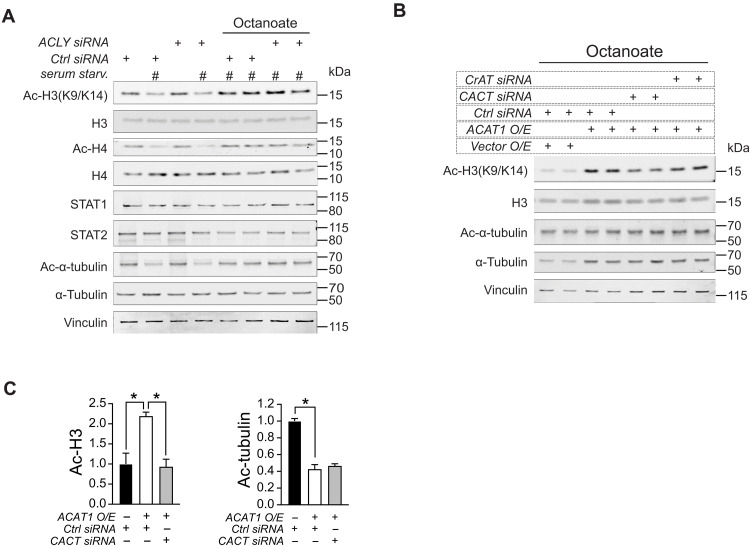
Carnitine shuttle is required for the action of ACAT1 on histone acetylation. (**A**) Western blotting of histone acetylation, STAT1, and STAT2 in human monocytes transfected with either control siRNA or ACLY siRNA under serum starvation in combination with octanoate (2 mM). (**B**) Western blotting of histone and tubulin acetylation in human monocytes transfected with either an empty vector and control siRNA or ACAT1 and/or control siRNA, CACT siRNA, and CrAT siRNA under serum starvation in combination with octanoate (2 mM). (**C**) Quantitative analysis of acetylated H3 to total H3 or acetylated α-tubulin to total α-tubulin ratio in above transfected cells. Data were represented as means ± SEM. *P < 0.05. One-way ANOVA followed by Dunnett’s multiple comparisons test.

### ACAT1 and histone acetylation are induced in monocytes from obese compared to lean human subjects

Given the association of obesity with disrupted lipid metabolism and low-level inflammation, we aimed to investigate whether the T1IFN pathway, modulated by ACAT1, is constitutively activated by obesity. To investigate this, we first assessed the transcript levels of *Acat1* and interferon-stimulated genes (*ISGs*) in splenic and bone marrow–derived CD11b^+^ myeloid cells, comparing a 14-week standard chow diet with a 60% high-fat diet (HFD). The transcript level of Stat1 was substantially elevated in both populations of myeloid cells (Fig. 6, A and B, and fig. S9A). In addition, *Acat1* and several *ISGs* were up-regulated in splenic CD11b^+^ myeloid cells (Fig. 6B). To connect our mouse study with human obesity, we used integrative bioinformatics by comparing DE genes between WT and ACAT1^−/−^ murine macrophage, translated into a human database (*32*), with an RNA-seq dataset comparing PBMC gene expression in lean versus obese subjects (*33*). The analysis revealed 210 overlapping DE genes, with blunted expression in ACAT1^−/−^ cells and induced expression in obese PBMCs (Fig. 6C). Pathway analysis of these overlapping DE genes highlighted significant divergence in genes associated with T1IFN signaling (Fig. 6D).

**Fig. 6.**
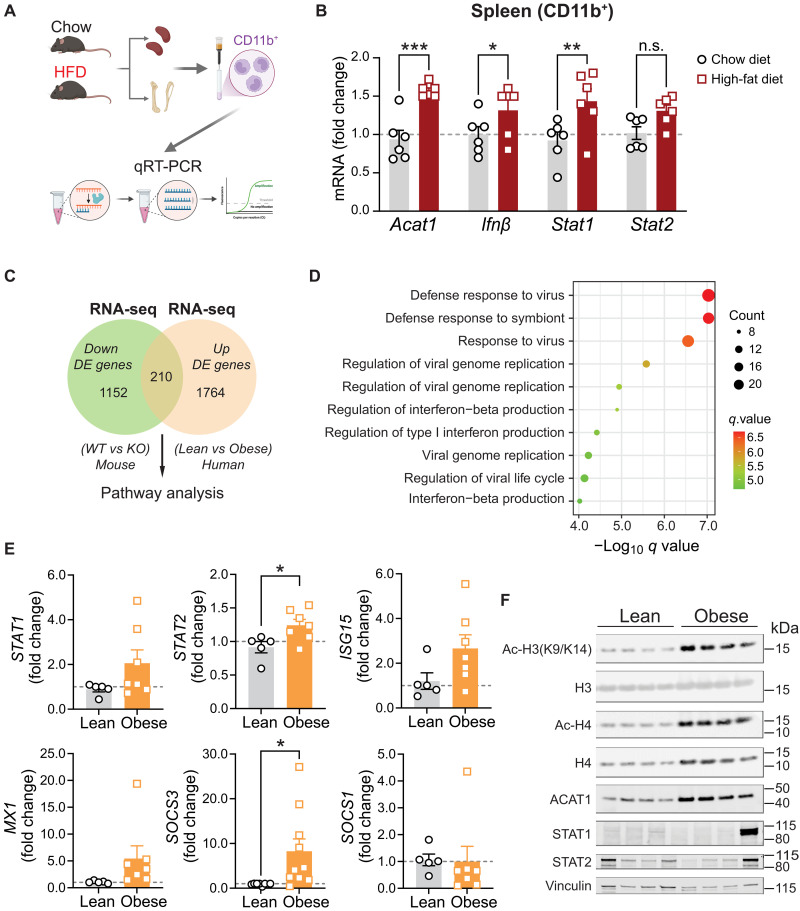
ACAT1 and T1IFN genes levels are elevated in HFD-fed mice and in human subjects with obesity. (**A**) Scheme of the HFD mouse study on gene expression. (**B**) Quantitative RT-PCR analysis of *Acat1* and T1IFN pathway–related genes in CD11b^+^ cells isolated from the mouse spleen fed with chow diet or HFD (*n* = 6 mice per group). Data were normalized to 18*S* rRNA and represented as means ± SEM. Two-way ANOVA followed by Tukey’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001. n.s., not significant. (**C**) Flowchart showing an overlap of 210 genes from down-regulated DE genes in the ACAT1^−/−^ RNA-seq dataset (unstimulated) and up-regulated DE genes from the obese PBMC RNA-seq dataset (unstimulated) used to identify pathways specifically regulated by ACAT1 and obesity. (**D**) Dot plot of pathway analysis from above 210 overlapping DE genes of a total of 2969 common DE genes. The *x* axis represents negative log_10_-transformed *q* values, and the dot-plot color was scaled to transformed *q* values. The size of the dot was scaled to the number of genes overlapping with the indicated pathway on the *y* axis. (**E**) Quantitative RT-PCR analysis of T1IFN pathway–related genes in monocytes from lean and obese subjects (*n* = 4 to 5 subjects per group). Data were normalized to 18*S* rRNA and represented as means ± SEM. *P < 0.05. Unpaired two-tailed Student’s *t* test. (**F**) Immunoblot of histone acetylation and ACAT1 in lean versus obese monocytes (*n* = 4 subjects per lean or obese group).

In a cohort of lean and obese (fig. S9B), otherwise healthy, subjects recruited under our Human Disease Discovery Protocol (NCT01143454), research blood was collected to isolate primary monocytes using negative selection. Quantitative RT-PCR analysis of these monocytes revealed modest induction of transcripts related to the T1IFN pathway in obese subjects, including the expression of *STAT1*, *CXCL10*, *ISG15*, *MX1*, and *SOCS3* (Fig. 6E). Immunoblot analysis on monocytes from the same subjects showed that obesity was associated with increased ACAT1 levels and elevated histone H3 and H4 acetylation (Fig. 6F). Collectively, these findings suggest that ACAT1-mediated histone acetylation on the transcriptional regulation of T1IFN pathway could be operational in patients with obesity.

## DISCUSSION

In this study, we uncover that acetyl-CoA, generated through mitochondrial FAO, plays a pivotal regulatory role in the induction of T1IFN signaling in both murine and human macrophages. This effect is dependent on mitochondrial ACAT1, the CACT, and histone acetylation. Histone acetylation, in turn, up-regulates the canonical T1IFN signaling pathway and the transcriptional regulatory mediator STAT1. Furthermore, preliminary data suggest that this program may be induced and functional in mice in response to a HFD and as a component of low-grade inflammation in human subjects with obesity (*34*).

The concept that metabolic pathways play a critical role in innate and adaptive immunity is well established and described as immunometabolic regulation. Evidence supports the immunomodulatory roles of individual metabolites functioning as signaling intermediates, including those from the tricarboxylic acid (TCA) cycle, purine pathway, amino acid metabolites, short-chain fatty acids, and ketones (*3*, *10*, *35*–*37*). In this context, acetyl-CoA is emerging as an important immunomodulatory metabolite in its role as a mediator of histone acetylation downstream of glucose and fat catabolism (*24*, *25*). Glucose-induced histone acetylation is orchestrated by its oxidative metabolism to generate citrate in the TCA cycle. Citrate is then transported to the cytosol and the nucleus, where it is converted by ACLY into acetyl-CoA, facilitating subsequent histone acetylation.

In the context of immunometabolism, TLR4 activation via MyD88 and TRIF increases glucose oxidation–dependent, ACLY-mediated histone acetylation to promote LPS-inducible gene sets in murine macrophages (*38*). Furthermore, in a human macrophage transformed cell line, cytokine production driven by the cyclic GMP-AMP-synthase (cGAS)-stimulator of interferon genes (STING) and TANK-binding kinase 1 (TBK1) pathways is dependent on glucose oxidation and ACLY levels (*39*). ^13^C-tracing studies in hepatocytes show that the oxidation of the medium-chain fatty acid octanoate becomes the preferential substrate for histone acetylation, at the expense of glucose and glutamine catabolism (*31*). That study also demonstrated that octanoate-driven histone acetylation is independent of ACLY (*31*). Recently, acetylcarnitine shuttling has been implicated as a mechanism for transferring two-carbon units from the mitochondria to the cytosol to support histone acetylation (*25*). In our study, we further define this pathway by showing that, in macrophages, the CACT and, to a lesser extent, CrAT are required for this octanoate-directed histone acetylation. Moreover, we demonstrate that this system is operational in the induction of T1IFN in macrophages and that this process is dependent on ACAT1 in the FAO pathway. Together, emerging data indicate that distinct metabolic programs orchestrate specific histone acetylation signatures. This observation raises an intriguing question regarding what are the underlying mechanisms. We believe that this remains uncharacterized at present. However, further integration of ATAC-seq and RNA-seq analysis, in the context of preferential utilization of metabolic pathways and the activation of immune cells driven by different receptors, should enhance our understanding of this biology.

The role of lipids in immunometabolism has predominantly been evaluated in the context of arachidonic acid and prostaglandins effects (*19*, *40*, *41*), as well as the immunomodulatory roles of specific lipid species, including saturated (*42*) and short-chain fatty acids (*36*). In addition, FAO itself has been shown to be necessary for the integrity and function of CD8^+^ memory T cells (*43*) and CD4^+^ regulatory T cells (*44*). This study expands on this body of work by demonstrating the importance of FAO in macrophages for controlling inflammatory gene histone acetylation, specifically through the regulation of STAT1, which subsequently transactivates T1IFN signaling. Further work will be needed to evaluate putative distinct roles of different fatty acid species in this regulation.

ACAT1 has pleiotropic substrates, playing a role in the catabolism of fatty acids, isoleucine, and ketone bodies. Furthermore, mitochondrial ACAT1 facilitates the acetylation of components of the pyruvate dehydrogenase complex to modulate glucose homeostasis (*26*). In that study, ACAT1-mediated acetylation of these components inhibited the complex activity, promoting glycolysis over glucose oxidation and thus functionally supporting tumor cell proliferation (*26*). Although not yet established, this mechanism of impeding glucose oxidation could potentially also be operational to promote the preferential use of fatty acids for histone acetylation in the presence of octanoate.

In conclusion, this study contributes to the emerging body of evidence that various aspects of lipid metabolism and different lipid metabolites play important roles in the regulation of immune function. Furthermore, our findings reveal that FAO may have an important epigenetic role in myeloid cells in controlling T1IFN signaling. In addition, our preliminary data comparing monocytes in lean and obese individuals suggest that this program may possibly be operational in nutrient-level linked immunomodulation in human disease pathophysiology.

## MATERIALS AND METHODS

### Generation of ACAT1^−/−^ murine macrophage J774A.1 cell line

WT and ACAT1^−/−^ cells were generated by transfecting a pSpCas9-2A-GFP vector with no guide RNA or containing a guide RNA targeting the fourth exon of murine Acat1 gene. Following transfection, cells were sorted by fluorescence-activated cell sorting (FACS) based on green fluorescent protein (GFP) fluorescence and plated to a 96-well plate at a density of ~5 cells per well (not all sorted cells may survive the FACS process or the subsequent outgrowth; therefore, the number of cells sorted was adjusted to five instead of one). Single-cell clonal populations for both WT and ACAT1^−/−^ were generated and expanded for 2 to 3 weeks. The indel mutation at the target loci was verified by genomic DNA sequencing. The protocol was followed as previously published (*45*).

### RNA-seq and bioinformatics analysis

Total RNA was extracted with the NucleoSpin RNA kit (Takara), and RNA integrity was assessed by the Agilent Technologies 2100 Bioanalyzer (Agilent). Dual-index libraries were constructed with at least one unique index per each library using the NEB Next Ultra II Directional RNA Library Prep Kit for Illumina to enable subsequent pooling of equal quantities of individual libraries. The integrity and ratio of pooled libraries was validated using the MiSeq system (Illumina), and then paired-end sequencing [2×100 base pairs (bp)] was performed on an NovaSeq 6000 sequencer (Illumina) with the Illumina an NovaSeq 6000 Kit by the DNA Sequencing and Genomics Core at the National Heart, Lung, and Blood Institute (NHLBI).

FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to confirm quality of RNA-seq fasta files. Trimmomatic tool (V0.33; https://github.com/timflutre/trimmomatic) was used to remove adapters, followed by quality trimming and alignment to the mouse genome (GRCm38) using HISAT2.40 (https://daehwankimlab.github.io/hisat2/) (*46*). Gene expression levels were quantified using StringTie (https://github.com/gpertea/stringtie) (*46*, *47*). DE genes were evaluated using Ballgown (http://bioconductor.org/packages/release/bioc/html/ballgown.html) (*48*). Genes with a *P* value of <0.05 were considered DE genes. Pathway enrichment analysis was performed using the R package clusterProfiler56 on DE genes that were subset into up-regulated and down-regulated based on the fold change values.

### ATAC-seq and bioinformatics analysis

Thirty thousand LPS-stimulated WT and ACAT1^−/−^ J774A.1 cells were used in the experiment. Each cell was subjected to tagmentation reaction and purification using the ATAC-Seq Kit (Active Motif no. 53150) according to the manufacturer’s instructions. Tagged DNA was amplified by 10 cycles of PCR with an index primer unique to each sample. The libraries were quantified by the TapeStation System (Agilent) and sequenced on the Illumina NovaSeq X instrument using 50-bp paired-end reads to a depth of >50 million mapped reads.

The OpenOmics chrom-seek pipeline (version 1.2.0; https://github.com/OpenOmics/chrom-seek) was used to process the ATAC-seq data starting from raw FastQ files to assess quality and evaluate chromatin accessibility. Internally, this pipeline used cutadapt (version 1.18) (*49*) to trim adapter sequences and bwa-mem (version 0.7.17) (*50*) and to align the trimmed reads to the GRCm38 mouse reference genome (*51*). Any reads aligning to ENCODE blacklist regions were removed. PCR duplicates were marked using Picard (MarkDuplicates) (Broad, 2024). PCR duplicates and alignments with a mapping quality (mapQ) score of ≤5 were removed. Chromatin accessibility peaks were called using Genrich (version 0.6; https://github.com/jsh58/Genrich), and differential peak analysis was performed using DiffBind (version 3.19) (*52*). Peaks were annotated with uropa to identify all protein coding genes within 100 kb of the peak midpoint and then were collapsed down to the closest gene feature for downstream analysis. Annotated peaks with an adjusted *P* value of ≤0.05 were considered significant. Enriched pathways were identified via an overrepresentation analysis using the R package clusterProfiler (version 4.13.3) (*53*). Reads per genomic content (RPGC) normalization was performed to create bigwig files, and genomic regions of interest (e.g., interferon signaling) were inspected and visualized for chromatin accessibility using deeptools (version 3.5.5) (*54*).

### Human monocyte cultures

The NHLBI Institutional Review Board approved this study (NCT01143454). Lean and obese, otherwise healthy, volunteers signed informed consent before donating blood for analysis. Primary PBMCs were isolated from human blood by density centrifugation using the Lymphocyte Separation Medium (MP Biomedicals). Human monocytes were negatively selected from PBMCs using the Monocyte Isolation Kit (Miltenyi Biotec). Monocytes were then plated 0.15 × 10^6^ per well onto a 96-well plate [for enzyme-linked immunosorbent assay (ELISA)] or 10^6^ per well onto 12-well plates (for RNA isolation or Western blotting) in RPMI media supplemented with 10% human serum. Human whole blood and elutriated monocytes were obtained from the blood bank of National Institutes of Health.

### Inhibitors, siRNA, and nucleofection of human monocytes

HDAC inhibitor TSA (Cayman) was used in cell culture at 50 μM for 16 hours before subsequent assays. ON-TARGETplus siRNA for knocking down gene expression of *ACAT1*, *ACLY*, *CRAT*, *CACT*, or nontargeting control siRNA was purchased from Horizon Discovery. siRNA against human genes or control siRNA was incubated with a mixture of a nucleofection solution (Human Monocyte Nucleofector Kit, Lonza) and primary human monocytes and placed in nucleofection cuvettes subjected to program Y-010 for the Nucleofector 2b Device (Lonza). A 500-μl RPMI medium was immediately added into cuvettes after nucleofections. Cells were then plated in a 12-well plate and incubated at 37°C under 5% CO_2_ for 48 hours before harvesting for the assays. Plasmid transfections using an empty vector (pcDNA3.1) or human ACAT1-expressing constructs were conducted with the same protocol as siRNA transfection.

### RNA isolation and quantitative PCR analysis

Total RNA was extracted from monocytes using the NucleoSpin RNA kit (Takara), and RNA concentration was measured using the NanoDrop spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized with the SuperScript III First-Strand Synthesis System for RT-PCR (Thermo Fisher Scientific) according to the manufacturer’s instructions. Quantitative real-time PCR was performed using the FastStart Universal SYBR Green Master (Rox) (Roche Holding) and run on LightCycler 96 Systems (Roche Holding). Transcript levels of STAT1, STAT2, and 18*S* rRNA were measured using validated gene-specific primers (QIAGEN). Primers for *ACAT1*, *ACLY*, *CRAT*, *CACT*, *ACSM2A*, and *ISGs* were custom synthesized at IDT Inc. Relative gene expression was quantified by normalizing cycle threshold values with 18*S* rRNA using the 2^−ΔΔCt^ cycle threshold method.

### Western blotting

Human monocytes were lysed using a radioimmunoprecipitation assay buffer supplemented with protease inhibitor cocktail (Roche) and phosphatase inhibitors (Sigma-Aldrich). The lysates were separated by NuPAGE 4–12% Bis-Tris Protein Gels (Thermo Fisher Scientific) and transferred to nitrocellulose membranes using the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories) according to the manufacturer’s instructions. Membranes were blocked with a 50% Odyssey Blocking Buffer in PBS-T [0.1% Tween 20 in phosphate-buffered saline (PBS)] buffer and incubated with appropriate antibodies overnight at 4°C. Antibodies used included the following: STAT1, phospho-STAT1(Y701), STAT2, Acetyl-Histone H3 (Lys9/Lys14), Histone H3, Histone H4 (Cell Signaling Technology); phospho-STAT2 (Y689), Acetyl-Histone H4 (Lys5/Lys8/Lys12/Lys16) (Millipore); IRF3 (Abcam); and ACAT1 and vinculin (Sigma-Aldrich). Primary antibody incubations were followed by incubation with IRDye Secondary antibodies for 1 hour at room temperature. Immunoblots were visualized and imaged using the Odyssey CLx Imaging System (LI-COR Biosciences). Protein band intensity was measured using the ImageJ software and normalized to vinculin.

### Cell stimulation and cytokine assays

WT and ACAT1^−/−^ J774A.1 cells were incubated at 0.08 × 10^6^ cells per well in a 96-well plate in complete Dulbecco’s modified Eagle’s medium (DMEM) [10% fetal bovine serum (FBS) in DMEM] stimulated with LPS (100 ng/ml; Ultrapure Salmonella minnesota R595; Enzo Life Sciences), 2′,3′-cGAMP (2 μg/ml; InvivoGen), or poly(I:C) (2 μg/ml; InvivoGen) for 16 hours. Cell culture supernatants were collected, centrifuged to remove cells and debris, and stored at −80°C for later analysis. Cytokines of mouse IFN-β and TNFα were assayed by ELISA (R&D Systems). Results were normalized to cell number, as determined by the CyQuant cell proliferation assay (Invitrogen).

### Acetyl-CoA and CoA analysis by HPLC

WT and ACAT1^−/−^ cells were plated at a density of 5 × 10^6^ cells per 10-cm culture dish and cultured in DMEM (10% FBS) for 1 day. Cells were washed with PBS and detached from the dish using a CellStripper Solution. The cell pellet was collected by centrifugation, washed twice with PBS, and resuspended in 100 μl of a 5% 5-sulfosalicylic acid (Sigma-Aldrich) solution. To permeabilize the cells, samples were frozen in liquid nitrogen and thawed on ice. This freeze-thaw cycle was repeated twice. After centrifugation, the supernatant was filtered using the Ultrafree-MC LH Centrifugal Filter (Millipore, Billerica, Massachusetts, UFC30LH25). Then, the samples were transferred into SUN-SRi Glass Microsampling Vials (Thermo Fisher Scientific, 14-823-359) with SUN-SRi 11 mm Snap Caps (Thermo Fisher Scientific, 14-823-379), and 80 μl of each sample was separated using an Agilent 1100 HPLC (Agilent Technologies, Santa Clara, California) equipped with a reversed-phase column, Luna 3 μm C18(2) 100 Å, 50 by 4.6 mm, 3 μm (Phenomenex, Los Angeles, California). The detailed protocol was described previously (*55*).

### Stable isotope labeling

WT and ACAT1^−/−^ cells were seeded at a density of 6 × 10^6^ cells per 10-cm culture dish in DMEM containing 10% FBS. The following day, the medium was changed to DMEM containing 1% dialyzed FBS or 1% dialyzed FBS supplemented with 2 mM [U-^13^C_8_]-octanoate (Cambridge Isotope Laboratories). After 24 hours, cells were washed with ice-cold Dulbecco’s PBS (DPBS) and collected into tubes. The cells were further washed twice with ice-cold DPBS, and the cell pellet was frozen at −80°C until extraction.

### Histone purification and chemical labeling of histone peptides

Core histones were purified from cultured cells using the “Histone Purification Mini Kit” (Active Motif, Carlsbad, CA) according to the manufacturer’s instructions. The purified histones were desalted using the Zeba spin columns (Thermo Fisher Scientific, CA) prior to downstream procedures. The purity of the core histones was checked by running an SDS–polyacrylamide gel electrophoresis gel. An aliquot of 10 mg of purified core histones was labeled using the hybrid chemical derivatization method as described previously (*56*). Peptides were desalted using C18 spin columns (Thermo Fisher Scientific, CA) according to the manufacturer’s protocol. The samples were vacuum centrifuged to dryness and stored at −80°C until analysis by mass spectrometry (MS).

### MS acquisition and analysis

The dried peptide fractions were reconstituted in 0.1% trifluoroacetic acid and subjected to nanoflow liquid chromatography (Thermo Ultimate 3000 RSLCnano LC System, Thermo Fisher Scientific) coupled to an Orbitrap Eclipse mass spectrometer (Thermo Fisher Scientific, CA). Peptides were separated using a low pH gradient using 0 to 50% acetonitrile (ACN) over 60 min in mobile phase containing 0.1% formic acid at 300 nl/min flow rate. MS scans were performed in the Orbitrap analyzer at a resolution of 120,000 with an ion accumulation target set at 4 × 10^5^ and maximum injection time (IT) set at 50 ms over a mass range of 200 to 1400 mass/charge ratio (*m*/*z*). Ions with determined charge states between 2 and 6 were selected for MS2 scans. A cycle time of 3 s was used, and a quadrupole isolation window of 0.4 *m*/*z* was used for tandem mass spectrometry (MS/MS) analysis. An Orbitrap at 15,000 resolutions with a normalized automatic gain control (AGC) set at 100 followed by maximum IT set as “Auto” with a normalized collision energy setting of 30 was used for MS/MS analysis. The data analysis was performed using Skyline (*57*). The selection of the precursor and their fragment ions was automatically performed by the program. Each selected peak was manually verified, and the only the peak values for the precursor ions was retained for further analysis.

### HFD mouse study

Animal studies used in this protocol were approved by the NHLBI Animal Care and Use Committee (protocol no. H-0222R5). Six 14-week-old male C57BL/6J diet induced obesity (DIO) mice (strain no. 380050) and C57BL/6J DIO Control mice (strain no. 380056) were purchased from the Jackson Laboratory. The mice were maintained on a 12-hour/12-hour light/dark cycle and housed three mice per cage with unrestricted access to water and either 60 kcal % (Research Diets, D12492i) or 10 kcal % fat diet (Research Diets, D12450Ji) for an additional 2 weeks. The mice were then euthanized. CD11b^+^ cells were isolated from the splenocytes and bone marrow using the EasySep Mouse CD11b^+^ Positive Selection Kit (STEMCELL Technologies, catalog no. 18970A) following the manufacturer’s protocol.

### Statistical analysis

Statistical analysis was performed using the Prism 10 software (GraphPad), and results are represented as means ± SEM. unless otherwise indicated. Comparisons of two groups were calculated using paired or unpaired two-tailed Student’s *t* test. Comparisons of more than two groups were calculated using one-way analysis of variance (ANOVA) followed by multiple comparisons test (Dunnett’s or Tukey’s). Two-way ANOVA was used if there were two independent variables. For all tests, *P* < 0.05 was considered significant.

# Supplementary material for: Mitochondrial fatty acid oxidation regulates monocytic type I interferon signaling via histone acetylation
**Source:** Sci Adv. 2025 Jan 22;11(4):eadq9301. doi: 10.1126/sciadv.adq9301
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Legends for tables S1 and S2 Tables S3 to S5

Supplementary Materials for  
**Mitochondrial fatty acid oxidation regulates monocytic type I interferon  
signaling via histone acetylation**

Jing Wu *et al.*

*Sci. Adv.* **11**, eadq9301 (2025)  
DOI: 10.1126/sciadv.adq9301

**The PDF file includes:**

Figs. S1 to S10  
Legends for tables S1 and S2  
Tables S3 to S5

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 and S2

A

## ACAT1 expression

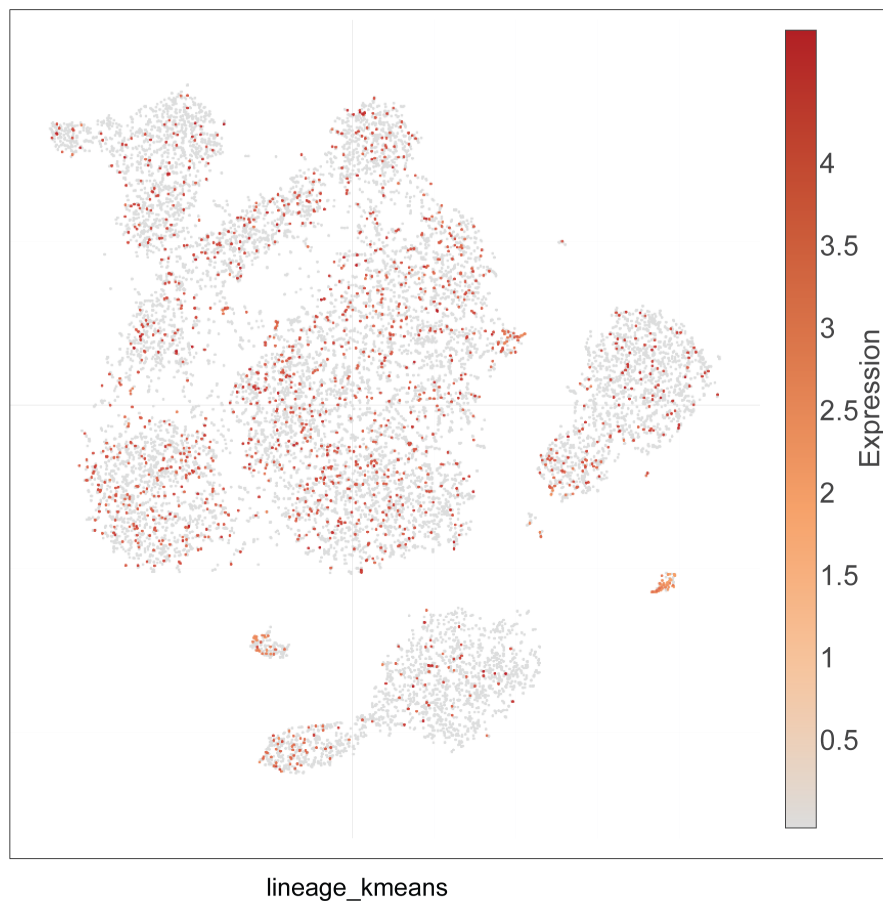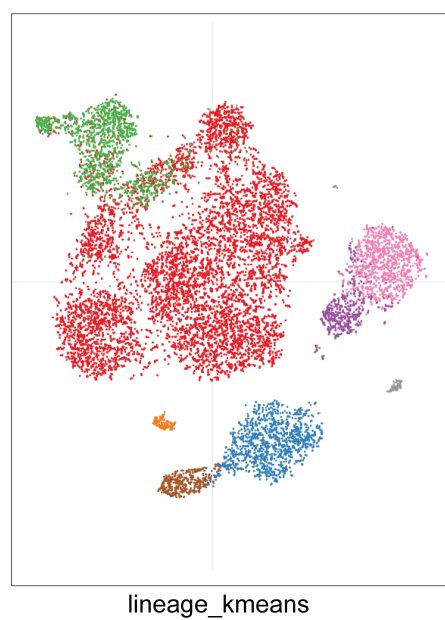

### All Cells - Primary Lineages

- T
- CD14+ Monocyte
- NK
- Memory B cells
- DC
- CD16+ Monocyte
- Naive B cell
- Ambiguous/Potential Doublets

B

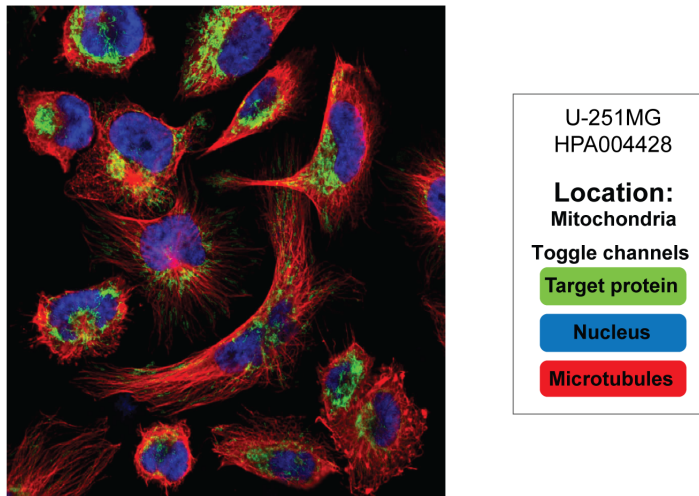

**Fig. S1. Characteristics of human ACAT1 obtained from public databases.**

(A) Human PBMC single cell RNA-seq datasets showing ACAT1 is ubiquitously expressed in all the primary lineages of immune cells. The resource link could be accessed at <https://www.immgen.org/> (B) Human Protein Atlas project showing the cellular localization of ACAT1 in mitochondria of various cell types. An example of its localization in U-251 MG cell is shown here. The resource link and more information could be accessed at <https://www.proteinatlas.org/>

A

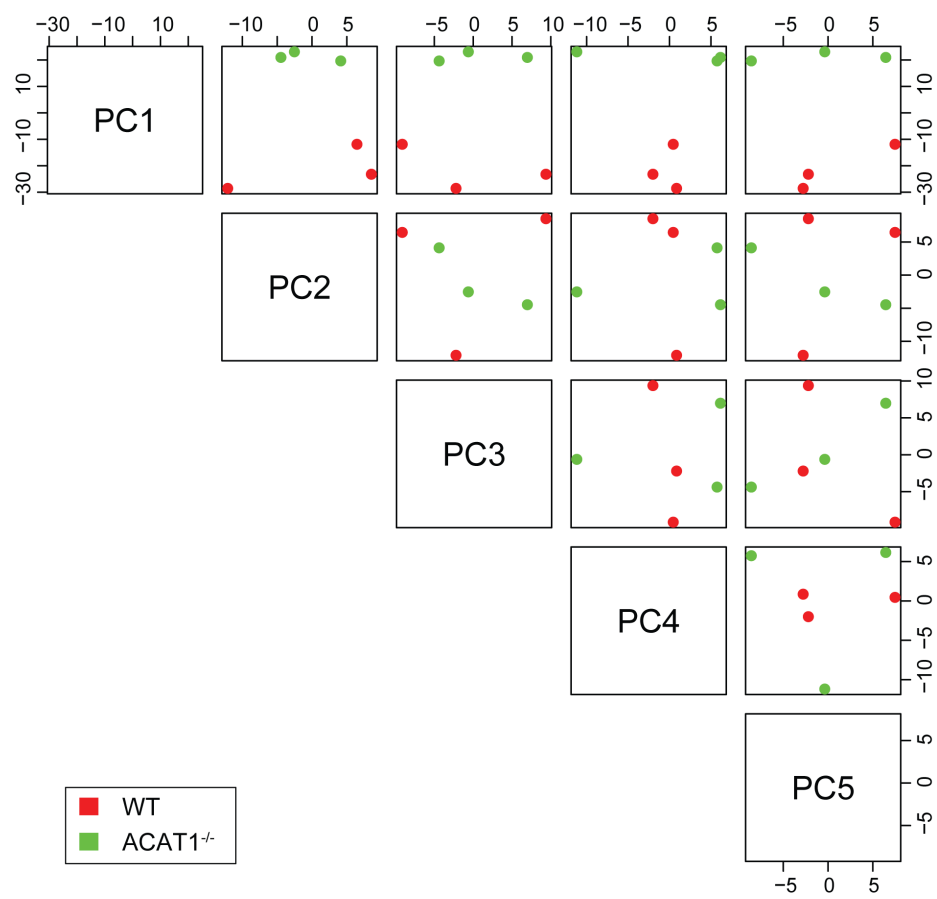

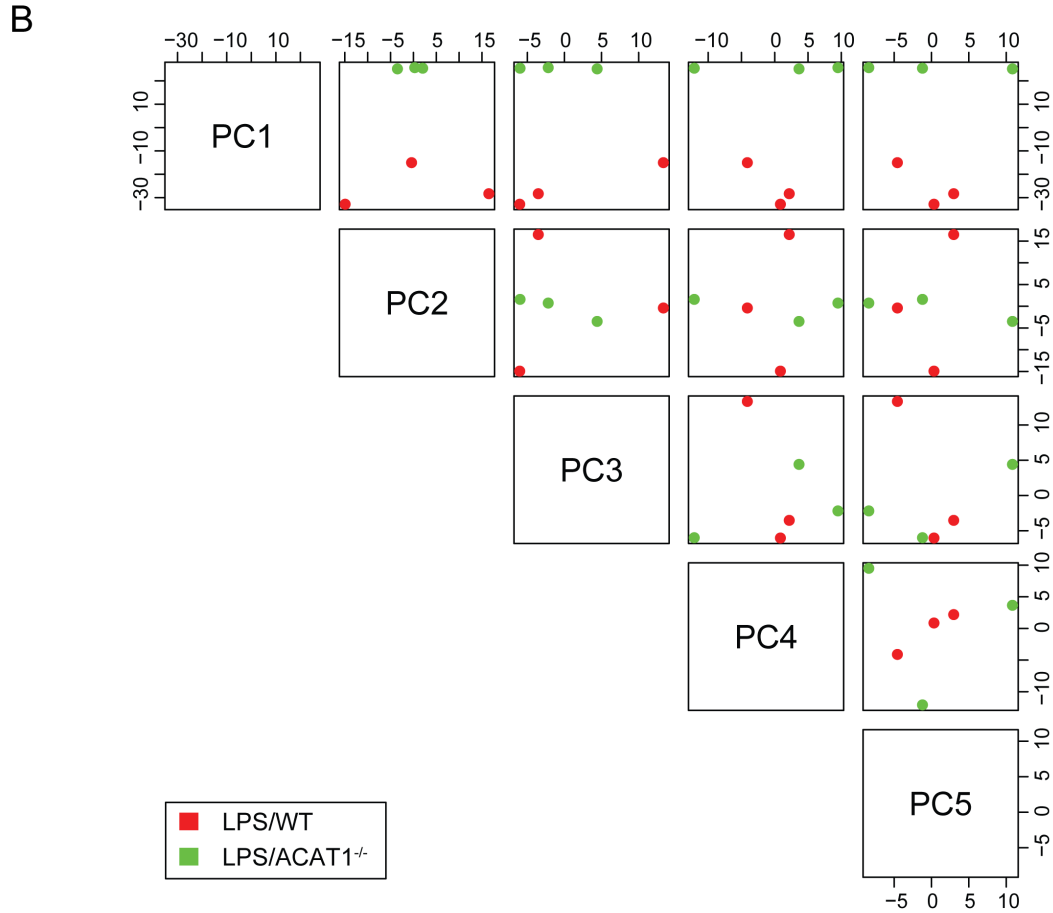

**Fig. S2. PCA plots of the differentially expressed (DE) genes comparing WT vs ACAT1<sup>-/-</sup> cells.**

Unsupervised principal component analysis (PCA) performed on DE genes ( $p < 0.05$ ) for indicated comparisons ( $n = 3$  mice per group). (A) PCA plots of DE genes from WT vs ACAT1<sup>-/-</sup> under basal state (no stimulation). (B) PCA plots of DE genes from WT vs ACAT1<sup>-/-</sup> following LPS stimulation (100ng/mL, 2hr).

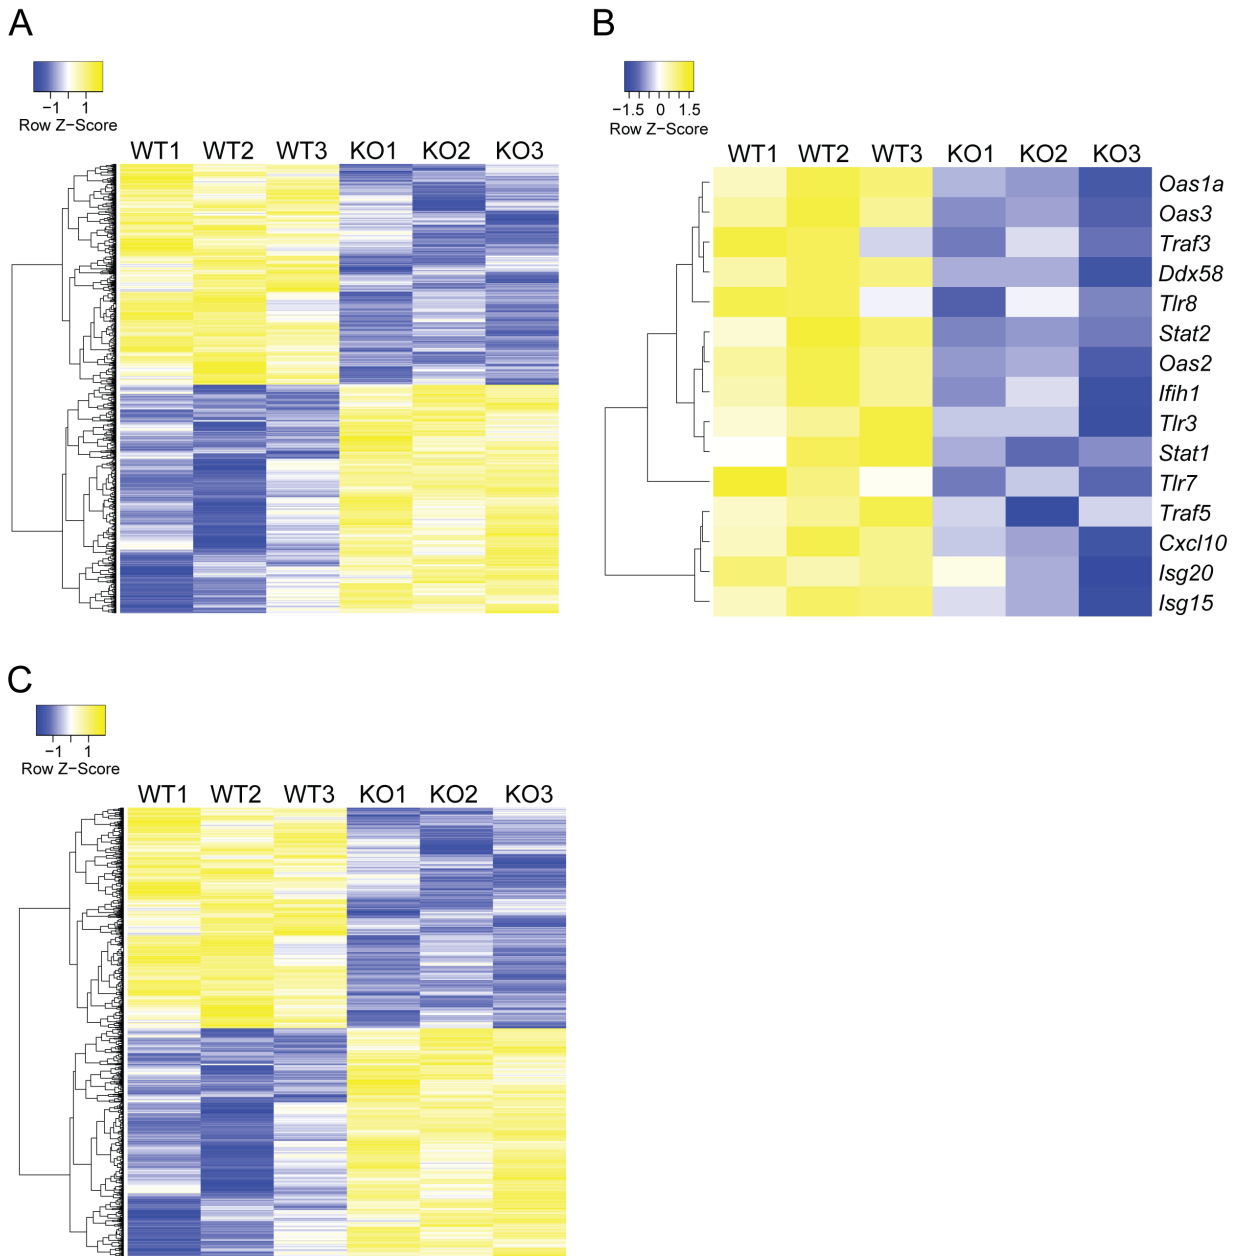

**Fig. S3. Heatmaps on the differentially expressed (DE) genes comparing WT vs ACAT1<sup>-/-</sup> cells.**

(A) Heatmap of DE genes comparing unstimulated WT vs ACAT1<sup>-/-</sup> cells. (B) Heatmap of the type 1 interferon pathway-related DE genes comparing unstimulated WT vs ACAT1<sup>-/-</sup> cells. (C) Heatmap of DE genes comparing LPS-stimulated WT vs ACAT1<sup>-/-</sup> cells.

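Among genes past the adjusted threshold after LPS, Irf2bpl had the smallest adjusted p, with a log2 fold change of -1.84 (standard error 0.0693, adjusted p = 5.82e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lies on chromosome 12, where genes were lower as a group in ACAT1 KO cells. Trim16, on chromosome 11 from 62820231 to 62850808, had a log2 fold change of -1.43 (standard error 0.0651, adjusted p = 1.37e-04 by the same test). Arl5c, on chromosome 11 from 97989578 to 97996181, was 160.2 ± 8.89 CPM (SD, n = 3) in WT and 298 ± 4.11 CPM (SD, n = 3) in ACAT1 KO cells, a log2 fold change of 0.90 (standard error 0.0574, adjusted p = 7.87e-04 by the same test). Ptpn14 was 21.5 ± 5.90 CPM (SD, n = 3) in WT and 135 ± 38.5 CPM (SD, n = 3) in ACAT1 KO cells. Ly6a belongs to a family of near-identical genes whose reads the counting could split, so its value is uncertain; it was 5.31 ± 2.44 CPM (SD, n = 3) in WT and 0.170 ± 0.0347 CPM (SD, n = 3) in ACAT1 KO cells.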

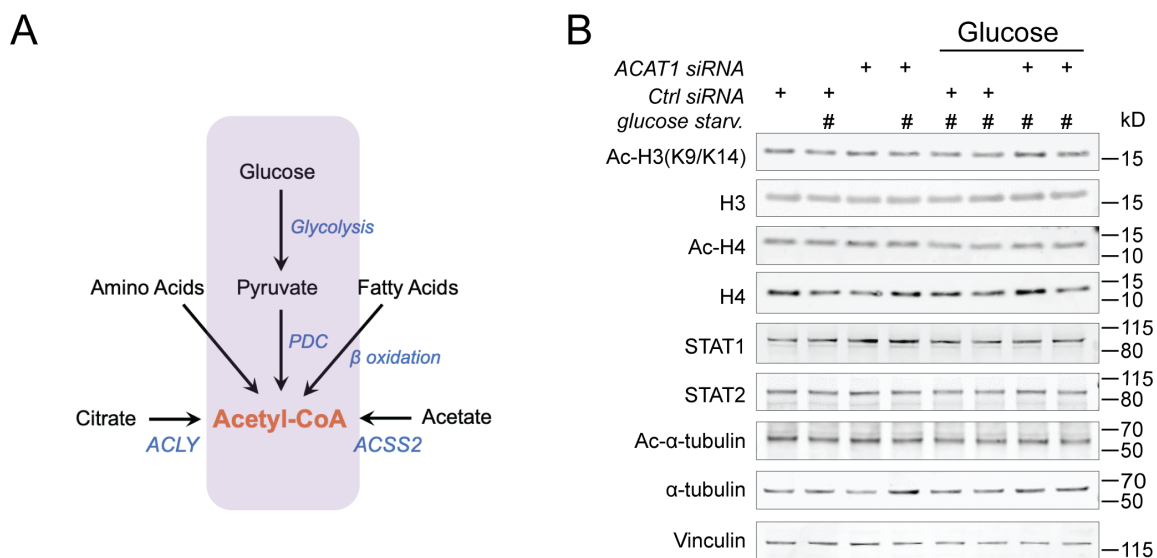

**Fig. S4. Glucose mediated histone acetylation is intact in ACAT1 deficient cells.**

(A) Scheme summarizing the major metabolic pathways to generate acetyl-CoA with glucose oxidation pathway highlighted in light purple. (B) Western blotting of histone acetylation in human monocytes transfected with either control siRNA or ACAT1 siRNA under glucose starvation in combination with glucose (11.11mM).

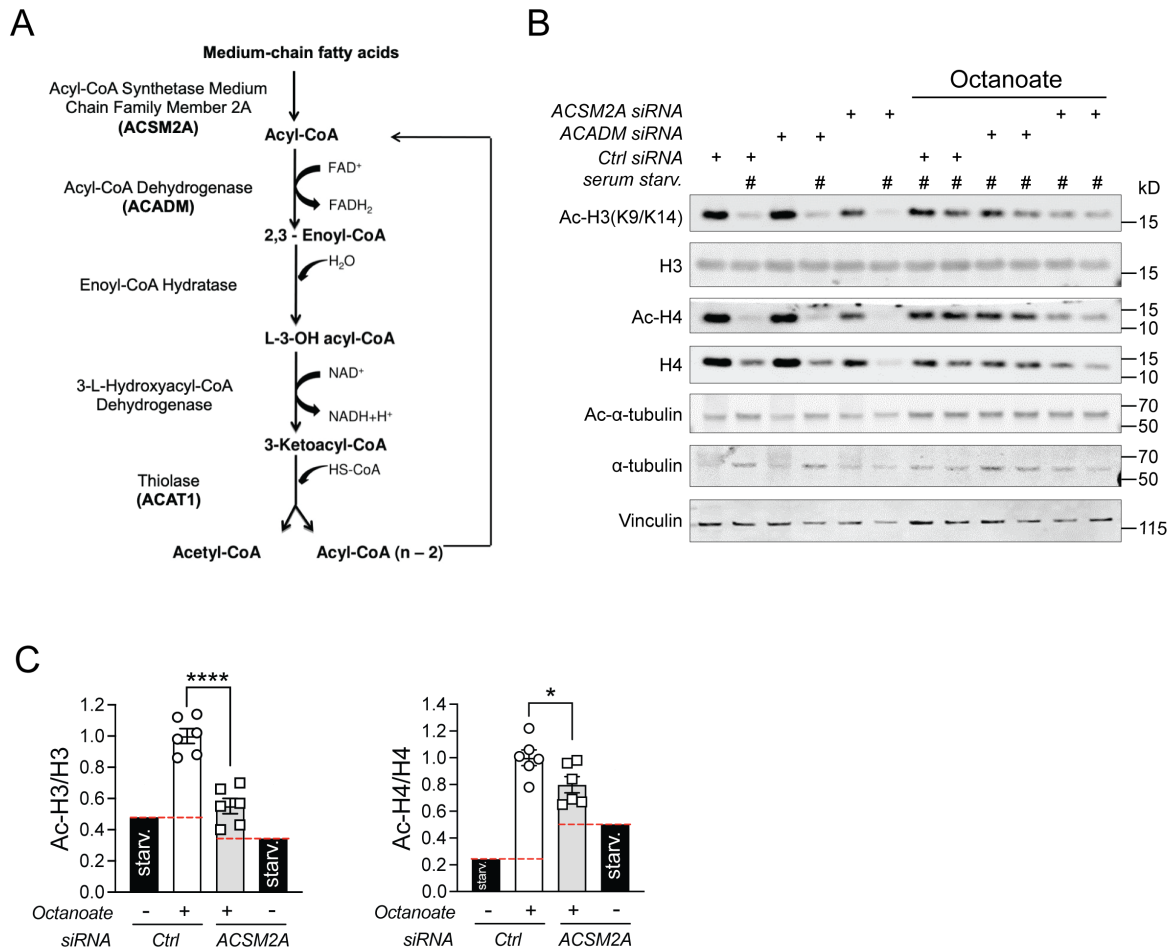

**Fig. S5. Fatty acids mediated histone acetylation is impaired in ACSM2A deficient cells.**

(A) Diagram showing medium-chain fatty acids  $\beta$ -oxidation pathway and key enzymes. (B) Western blotting of histone acetylation in human monocytes transfected with either control siRNA, *ACADM* siRNA or *ACSM2A* siRNA under serum starvation in combination with octanoate (2mM). (C) Quantitative analysis of acetylated H3 to total H3 or acetylated H4 to total H4 ratio in control siRNA or *ACSM2A* siRNA transfected cells. Data were analyzed by unpaired two-tailed Student's t-test. All data were represented as mean  $\pm$  SEM. \* $p < 0.05$ ; \*\*\*\* $p < 0.0001$ .

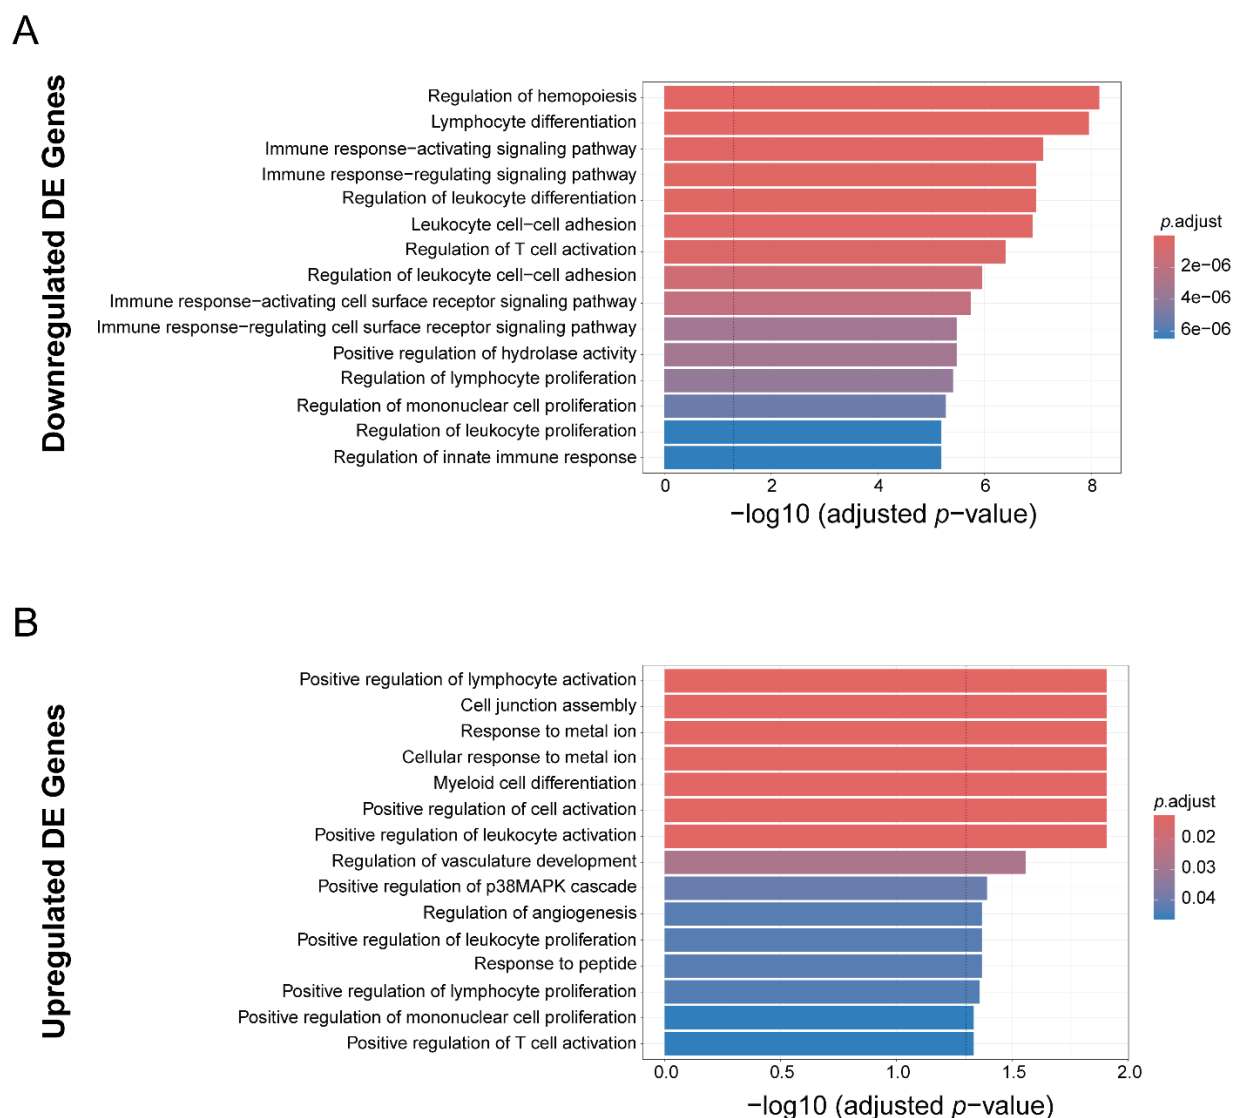

**Fig. S6. ATAC-seq pathway enrichment in LPS-stimulated WT and ACAT1<sup>-/-</sup> cells.** (A) Bar plot of cluster profiler pathways from significantly downregulated DE genes comparing LPS-stimulated WT vs ACAT1<sup>-/-</sup> cells. (B) Bar plot of cluster profiler pathways from significantly upregulated DE genes comparing LPS-stimulated WT vs ACAT1<sup>-/-</sup> cells. The x axis represents negative log<sub>10</sub>-transformed adjusted *p* values, and the bar-plot color was scaled to transformed adjusted *p* values.

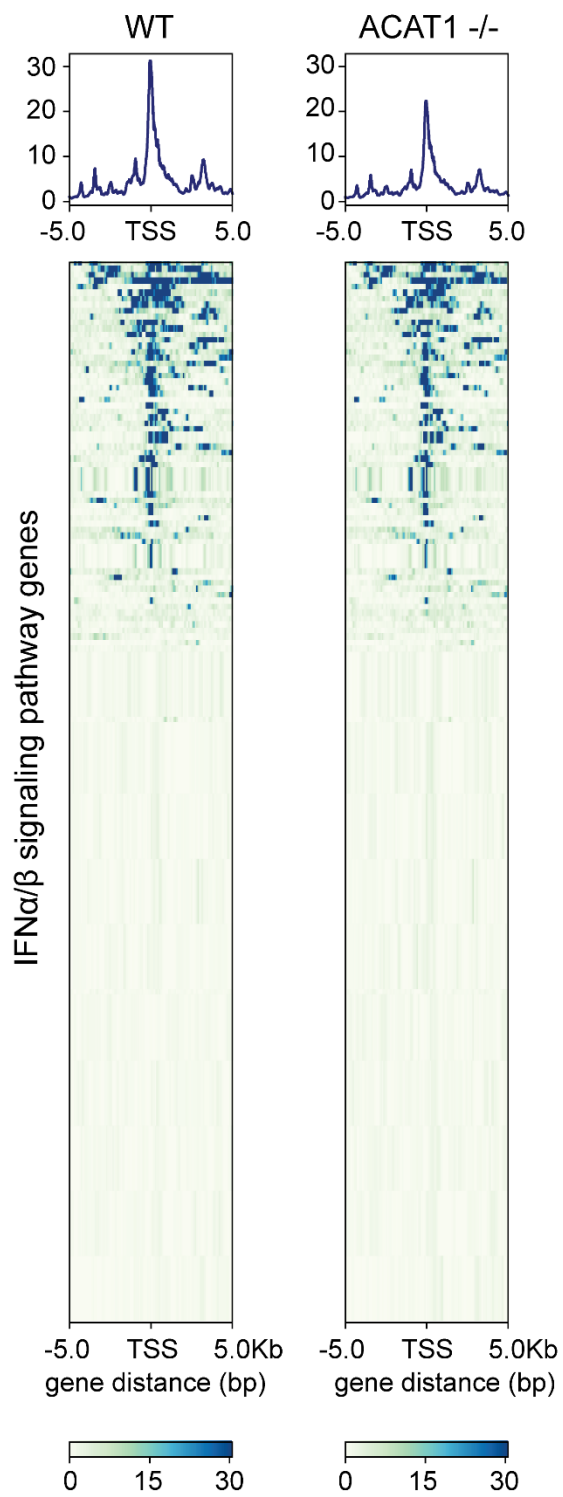

**Fig. S7. Heatmap and normalized signal density in aligned TSS and flanking regions of IFN $\alpha/\beta$  signaling pathway genes in WT vs ACAT1<sup>-/-</sup> cells.**

Normalized coverage centered around the TSS and the 5kb flanking regions for genes in the IFN $\alpha/\beta$  signaling pathway (Reactome: R-MMU-909733). The 1-dimensional signal at the top of the figure is column summation of the bottom plot. The value in the top plots is reads per genomic content (RPGC). The bottom plots are colorized matrix of IFN $\alpha/\beta$  pathway genes in WT and ACAT1<sup>-/-</sup> cells with LPS stimulation. Average density signal at the TSS in WT cells is of a much higher magnitude than that of the KO cells, indicating diminished chromatin accessibility in the KO cells for IFN  $\alpha/\beta$  signaling pathway genes.

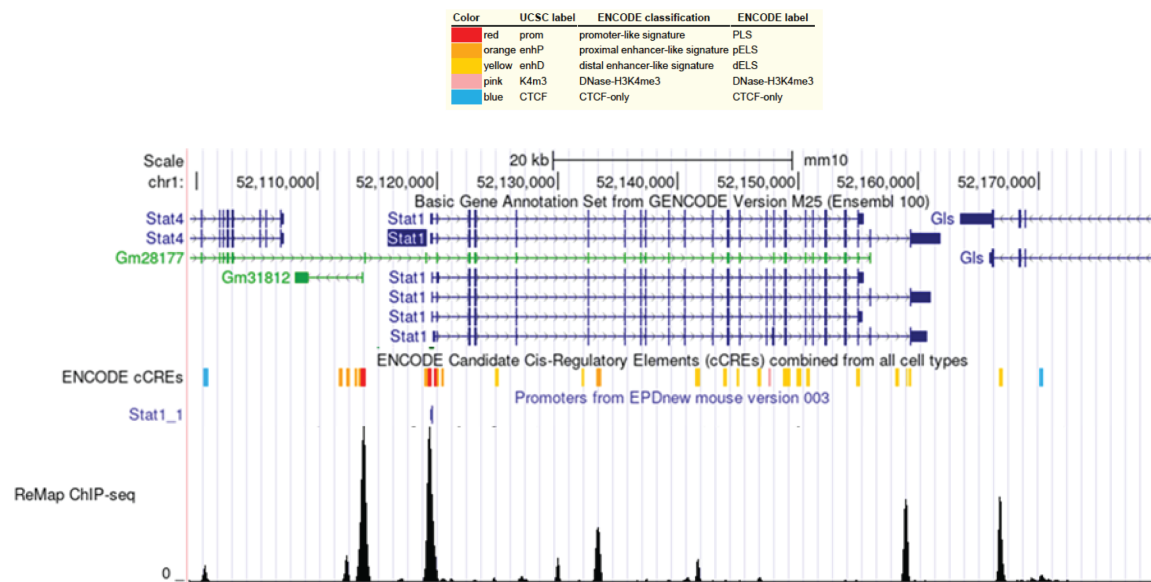

**Fig. S8. UCSC Genome Browser on mouse *Stat1* locus.** ENCODE candidate cis-regulatory elements (cCREs) are colorized and indicated at the mouse *Stat1* genomic locus. Various signal peaks identified by CHIP-seq overlap with the ENCODE cCREs sites, including promoter-like signature (PLS), proximal enhancer-like signature (pELS), and distal enhancer-like signature (dELS).

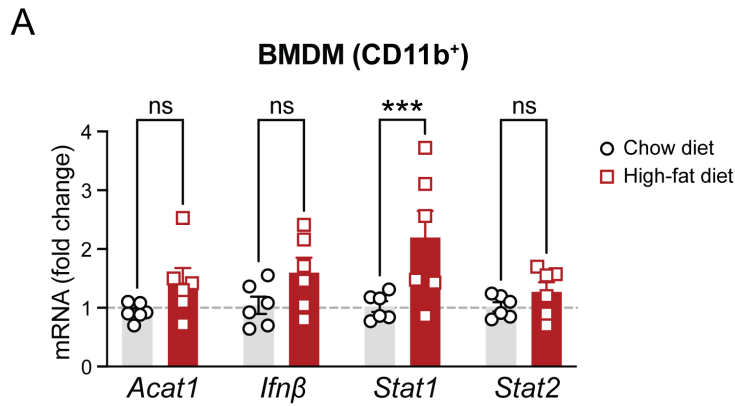

**B**

**Fig. S9. *Stat1* is elevated in CD11b<sup>+</sup> BMDM derived from high-fat diet (HFD)-fed mice and lean/obese subjects enrolled in the study.**

**(A)** Quantitative RT-PCR analysis of *Acat1* and type 1 interferon pathway related genes in CD11b<sup>+</sup> macrophages isolated from mouse bone marrow (BMDM) fed with chow diet or high-fat diet (HFD) (n=6 mice/group). Data were normalized to 18S rRNA and represented as mean ± SEM. Two-way ANOVA followed by Tukey's multiple comparisons test. \*\*\*p<0.001. **(B)** Age and BMI of Lean or Obese subjects (male, n=5-7 per group) enrolled in this study.

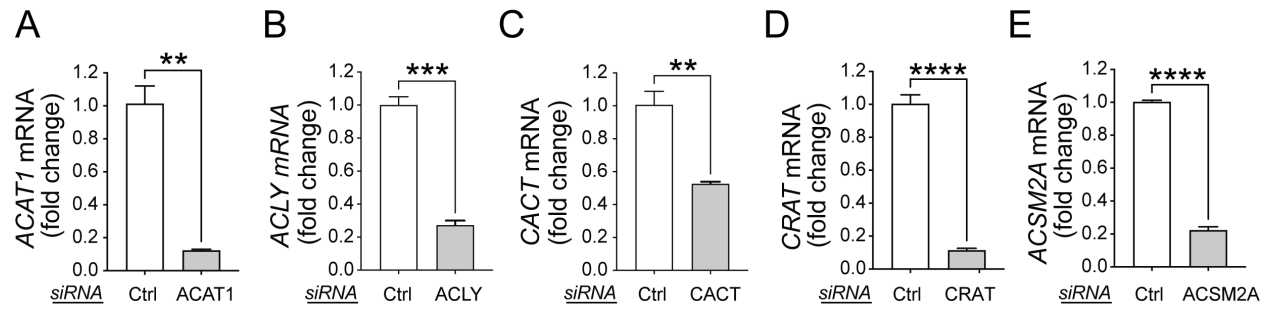

**Fig. S10. Validation of various genes' siRNA knockdown by qRT-PCR.**

mRNA levels of *ACAT1* (A), *ACLY* (B), *CACT* (C), *CRAT* (D) and *ACSM2A* (E) were reduced by over 50% in human monocytes with corresponding siRNA nucleofection as compared to control siRNA nucleofection. Data were analyzed by unpaired two-tailed Student's *t*-test. All data were represented as mean  $\pm$  SEM. \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

**Table S1. Differentially expressed genes comparing WT vs ACAT1<sup>-/-</sup> under basal state.**

Table S1 is provided as a separate file (Table S1.xlsx).

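Table S1 lists genes that differed between unstimulated WT and ACAT1 KO cells with their log2 fold changes and p values. The genes with an unadjusted p under 0.05 by edgeR's quasi-likelihood test numbered 3232, and 3011 of them also had an unadjusted p under 0.05 in the authors' deposited comparison of the same libraries, all 3011 in the same direction. Both comparisons use the same counts, so the overlap is not independent. For the 15 genes named here that the copy of Table S1 at hand lists, the largest gap between its log2 fold change and the one from edgeR was 0.0521.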

**Table S2. Differentially expressed genes comparing WT vs ACAT1<sup>-/-</sup> upon LPS stimulation.**

Table S2 is provided as a separate file (Table S2.xlsx)

**Table S3. Normalized Precursor M+0 Intensities of the Single Acetylated Peptides (mean±SD).**

|                                 | K9-Ac-K14-Me3       | K9-Me-K14-Ac        | K9-Me2-K14-Ac        | K9-Ac-K14-Me2       | K9-Pr-K14-Ac        |
|---------------------------------|---------------------|---------------------|----------------------|---------------------|---------------------|
| WT_Untreated                    | 1.02E+10 ± 8.94E+08 | 1.79E+10 ± 1.43E+09 | 5.14E+10 ± 4.39E+09  | 5.1E+10 ± 2.75E+09  | 3.08E+10 ± 1.03E+09 |
| WT_Octanoate                    | 6.84E+09 ± 1.72E+08 | 1.02E+10 ± 8.62E+08 | 3.15E+10 ± 1.31E+09  | 3.21E+10 ± 1.22E+09 | 1.97E+10 ± 1.48E+09 |
| ACAT1 <sup>-/-</sup> _Untreated | 7.66E+09 ± 8.00E+08 | 1.7E+10 ± 2.29E+09  | 4.01E+10 ± 5.57E+09  | 4.1E+10 ± 5.84E+09  | 2.94E+10 ± 4.06E+09 |
| ACAT1 <sup>-/-</sup> _Octanoate | 5.92E+09 ± 5.02E+08 | 1.27E+10 ± 1.77E+09 | 3.05E+10 ± ±1.95E+09 | 3.11E+10 ± 2.05E+09 | 2.19E+10 ± 3.84E+09 |

**Table S4. Normalized  $^{13}\text{C}$ -Acetyl Precursor Intensities of the Single Acetylated Peptides (mean $\pm$  SD).**

|                                 | K9-Ac-K14-Me3           | K9-Me-K14-Ac            | K9-Me2-K14-Ac           | K9-Ac-K14-Me2           | K9-Pr-K14-Ac            |
|---------------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|
| WT_Untreated                    | 2.89E+09 $\pm$ 2.24E+08 | 5.00E+09 $\pm$ 3.54E+08 | 1.37E+10 $\pm$ 1.16E+09 | 1.36E+10 $\pm$ 7.62E+08 | 8.51E+09 $\pm$ 2.81E+08 |
| WT_Octanoate                    | 5.32E+09 $\pm$ 3.25E+08 | 8.07E+09 $\pm$ 7.99E+08 | 2.46E+10 $\pm$ 7.65E+08 | 2.51E+10 $\pm$ 6.26E+08 | 1.52E+10 $\pm$ 1.25E+09 |
| ACAT1 <sup>-/-</sup> _Untreated | 2.32E+09 $\pm$ 9.49E+07 | 4.85E+09 $\pm$ 5.57E+08 | 1.08E+10 $\pm$ 1.47E+09 | 1.11E+10 $\pm$ 1.51E+09 | 8.19E+09 $\pm$ 1.01E+09 |
| ACAT1 <sup>-/-</sup> _Octanoate | 3.55E+09 $\pm$ 1.57E+08 | 6.94E+09 $\pm$ 8.61E+08 | 1.81E+10 $\pm$ 2.47E+08 | 1.81E+10 $\pm$ 3.21E+08 | 1.14E+10 $\pm$ 1.69E+09 |

**Table S5. Western Blotting Antibodies Used in this study.**

| <b>ANTIBODIES</b>                                                    | <b>SOURCE</b>            | <b>IDENTIFIER</b>                     |
|----------------------------------------------------------------------|--------------------------|---------------------------------------|
| Rabbit monoclonal anti-IRF3[EPR2418Y]                                | Abcam                    | Cat# ab68481;<br>RRID:AB_11155653     |
| Rabbit monoclonal anti-STAT1                                         | Cell Signaling           | Cat# 9172,<br>RRID:AB_2198300         |
| Rabbit monoclonal anti-STAT1(phosphoY701) (58D6)                     | Cell Signaling           | Cat# 9167,<br>RRID:AB_561284          |
| Rabbit monoclonal anti-STAT2 (D9J7L)                                 | Cell Signaling           | Cat# 72604,<br>RRID:AB_2799824        |
| Rabbit polyclonal anti-STAT2 (phosphoY689)                           | Millipore Sigma          | Cat# 07-224,<br>RRID: AB_2198439      |
| Rabbit polyclonal anti-Acetyl-Histone H3 (Lys9/Lys14)                | Cell Signaling           | Cat# 9677, RRID:<br>AB_1147653        |
| Rabbit polyclonal anti-Histone H3                                    | Cell Signaling           | Cat# 9715,<br>RRID: AB_331563         |
| Rabbit polyclonal anti-Acetyl-Histone H4 (Lys5/Lys8/Lys12/Lys16)     | Millipore Sigma          | Cat# 06-866,<br>RRID: AB_310270       |
| Mouse monoclonal anti-Histone H4 (L64C1)                             | Cell Signaling           | Cat#: 2935,<br>RRID: AB_1147658       |
| Goat polyclonal anti-ACAT1                                           | Thermo Fisher Scientific | Cat#: PA5-19227,<br>RRID: AB_10977900 |
| Mouse monoclonal anti-Vinculin                                       | Sigma-Aldrich            | Cat#: V4505,<br>RRID: AB_477617       |
| Rabbit monoclonal anti-Acetyl- $\alpha$ -Tubulin (Lys40) (D20G3) XP® | Cell Signaling           | Cat# 5335,<br>RRID: AB_10544694       |
| Mouse monoclonal anti- $\alpha$ -Tubulin (DM1A)                      | Cell Signaling           | Cat# 3873,<br>RRID: AB_1904178        |

How the deposited data were processed for this re-analysis (not part of the article)

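RNA-seq of 12 libraries was analysed, from 3 WT and 3 ACAT1 KO lines of J774A.1 cells without stimulation and after 2 hours with 100 ng/ml LPS. Samples were grouped by the genotype, treatment and replicate number in their labels. According to the paper, the authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with HISAT2, quantified genes with StringTie and evaluated DE genes with Ballgown. The authors deposited whole-number counts per gene, without normalization, in a table for each state, and the paper's text does not name the step that gave whole counts or whether it used the strand of the reads. The same tables hold the authors' log2 values per library, their log2 fold change, a moderated score and their p-value with its adjusted form. The 12 columns of the authors' log2 values per library were not used here. The authors' p-values and log2 fold changes were used only for the overlap of calls, for the counts of their DE entries in each state and for single genes.

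The tables list 17544 genes for unstimulated cells and 17874 after LPS, once 59 and 57 repeated entries of a gene were removed. Every listed gene has at least 4 counts in at least 5 of the 6 libraries of its state, so genes silent in one genotype can be missing from the tables. Gene identifiers were matched to the GENCODE annotation of GRCm38 for 17521 and 17849 genes. Pairs of libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom from 34.1 to 287 over 12 pairs, so no library is a copy of another. Intervals were not computed for single libraries. Totals of 56948593 to 167280149 counts per library make the spread between lines, not counting error, the limit on precision for all but the lowest genes.

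Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered by filterByExpr, libraries were normalized by TMM, and WT and ACAT1 KO cells were compared within each state by the quasi-likelihood test, two-sided, at an unadjusted p under 0.05 as in the paper and at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with the camera function of limma 3.58.1 at a preset correlation of 0.01, and with fry and with an estimated correlation. The interaction of genotype and LPS was tested over the 16699 genes of both tables, less those the filter removed. PCA used log2 CPM with a prior count of 2, centred and scaled. Coordinates are from the annotation of GRCm38.

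Genes named are those the paper names for these cells or measures in them and, for each state and direction, the 3 with the smallest adjusted p and the 3 with the largest log2 fold change among genes past the adjusted threshold with a mean of at least 1 CPM. At most 5 members of a list with the smallest p are named. The text gives values of only some of the genes this rule covers, and 1 of them is left out throughout. The lists of interferon-stimulated, inflammatory, chromatin modifier and acetyl-CoA supply genes and the pattern for histone genes were written before the data were examined. A list of proliferation genes was written later, before its test.

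The replicate number was taken to pair unstimulated with LPS libraries of the same line, which the labels do not state. Deviations of such pairs from the group means correlated from 0.37 to 0.57 across 10814 genes, which are not independent replicates. Deviations of different lines of a genotype correlated from -0.36 to -0.098. Deviations from a group mean cancel within the group, so these negative values largely follow from the positive ones. WT and ACAT1 KO libraries of the same number, which are different lines, correlated from -0.016 to 0.48 without stimulation and from -0.093 to 0.25 after LPS. These ranges overlap that of the same line, so the correlations are weak evidence for the pairing. The interaction was also fitted with the line as a block, and results with that block rest on this inferred pairing.

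The tests were tried on simulated counts with known changes. Of 200 changed genes among 16179, edgeR called 172 in unstimulated cells, where 8.51% of its calls were unchanged genes, and DESeq2 called 188, where 29.1% were. After LPS edgeR called 199 among 16274, with 6.13% unchanged. For the interaction it called 179 among 16416, and 175 with the line block. The simulated lines had no line effect, library batch or chromosome shift, so these counts do not test the line block on the real libraries. The simulated changes were also larger than the median size of the changes past the adjusted threshold. That was 0.59 on the log2 scale in unstimulated cells and 0.47 after LPS, so recovery of typical changes could be lower.

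The alternatives were DESeq2 1.42.0, limma-voom, relative log expression and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, robust dispersion, all 12 libraries in a single fit, the replicate number as a block, offsets for gene length and GC content with and without that block, and each library left out in turn. For PCA they were all genes tested, the 500 most variable genes and no scaling. A term for the 3 unstimulated libraries with more counts on the other strand, and leaving out genes of chromosome 12 and distal chromosome 2, were added after the data were seen. Pathway terms were not analysed here, and neither were the quantitative RT-PCR, ELISA, immunoblot, ATAC and ChIP experiments.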

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

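For chromosomes 12 and 2 all tests but the count of splits for chromosome 12 after LPS, for the interferon lists the tests of library batch and of length and GC offsets, and for interactions the counts of splits other than those for the independent list and for genes at an adjusted p under 0.05, were chosen after the result was seen.

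The effect of ACAT1 deletion differed between unstimulated and LPS-stimulated cells in a test of that difference. The T1IFN genes of the paper had an interaction median of 0.61 (camera, adjusted p = 3.29e-23), with 16 of 18 genes positive, and the independent interferon-stimulated genes 0.55 (adjusted p = 2.64e-53). The study chose the former on the same libraries, where all were lower without stimulation, which favours a positive interaction, so only the independent list is read as evidence here. With fry the adjusted p was 0.0470 and 0.0520, and with the correlation estimated 0.0344 and 0.0373. The genotype difference of these lists was -0.61 and -0.60 without stimulation and -0.075 and 0.016 after LPS. Against a library batch, the interaction median of the independent list with the line block and the batch as a term was 0.53. Against depth, with all libraries thinned to the smallest total it was 0.57. Its unstimulated median was -0.53 without ACAT1 KO replicate 3, the nearest to 0 of the 6 fits that each left out a library, -0.56 after each gene's chromosome median was subtracted and -0.58 with length and GC offsets, which argues against a single library, the chromosome shifts and that trend as the whole cause. Its level, as the median over its genes of log2 CPM less the gene's mean over the 12 libraries, was -1.29 or higher in unstimulated WT and -1.72 or lower in unstimulated ACAT1 KO libraries, and lay from 1.25 to 1.73 and 1.35 to 1.67 after LPS. With the line block, 1 of the 10 splits of the 6 lines, that by genotype, gave an interaction median as large for the independent list and 1 for the T1IFN genes of the paper, with medians of 0.54 and 0.63 against at most 0.27 and 0.38 in size for the other splits. With 10 splits no share can fall under 0.100, so the count of splits leaves open a grouping of the lines by chance. Each genotype was compared through its own lines, so differences between clonal lines unrelated to Acat1 stay open, as does a biological effect of the genotype on the response.

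At an adjusted p under 0.05, 31 genes had an interaction of genotype and LPS, 8 positive. With the line block there were 288, 138 of them positive, including 11 of the T1IFN genes of the paper and 30 of the independent list. The split of WT replicates 1 and 2 with ACAT1 KO replicate 2, which follows the libraries with more counts on the other strand, gave 449 genes, so 2 of the 10 splits gave as many as the genotypes, and 2 gave as many at an unadjusted p under 0.05. This leaves open chance in how the lines fell into groups. With the batch as a term beside the line block, 457 genes passed. None of the genes of the paper named here passed without the block, where Ifih1 had the smallest p, with an interaction of 1.25 (edgeR, adjusted p = 0.0572), and with the block 1.28 (adjusted p = 0.00709). Stat2 had 0.92 with the block (adjusted p = 0.00421).

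The inflammatory list had an interaction median of 0.20 (camera, adjusted p = 1.69e-07) and the chromatin modifier list -0.089 (adjusted p = 0.00995). Neither passed with fry (adjusted p = 0.282 and 0.0712) or with the correlation estimated (0.224 and 0.234). With the line block and the batch as a term the medians were 0.20 and -0.079, which argues against the batch. Without the libraries of replicate 1 of both genotypes they were 0.085 and -0.051, so part of both rests on these libraries. With the line block, the split of WT replicates 1 and 3 with ACAT1 KO replicate 1 gave a median of 0.35 for the inflammatory list against 0.21 between genotypes, so 2 of the 10 splits gave one as large, which leaves open chance in how the lines fell into groups. For the chromatin modifier list 1 did, the split by genotype. With upper-quartile normalization the medians were 0.27 and -0.028, and the median interaction of all genes tested went from -0.038 to 0.022. The chromatin modifier list moved with all genes, so its smaller median cannot show whether the scaling is the cause. A biological effect of the genotype was not tested apart from the scaling.

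Among genes with a mean above 1 CPM, which the paper does not discuss by chromosome, those on chromosome 12 were lower in ACAT1 KO cells as a group, with a median log2 fold change of -0.26 over 421 genes without stimulation and -0.32 over 399 genes after LPS. Genes on chromosome 2 from 90 Mb were higher, 0.31 and 0.28, while proximal chromosome 2 had 0.061 and 0.022. Medians of the other chromosomes lay from -0.095 to 0.066 and from -0.14 to 0.032. In all, 24 of 24 windows of 10 Mb of chromosome 12 over both states had a median under 0, and 90.2% of its genes were lower after LPS against 54.6% on other chromosomes, which argues against regulation of a limited number of genes. With length and GC offsets the median after LPS was -0.32, which argues against that trend. The fits that each left out a library gave -0.30 or lower after LPS and -0.25 or lower without stimulation, which argues against a single deviating line. Medians of the 3 ACAT1 KO libraries against the WT mean lay from -0.27 to -0.25 without stimulation and from -0.34 to -0.31 after LPS, and those of the WT libraries from -0.027 to 0.051 and from -0.043 to 0.043. The ACAT1 KO values lay close together, and the labels do not state whether these lines were derived independently. If they were not, counting them as 3 lines overstates the replication, and the fits cannot show this. Of the 10 splits 1, that by genotype, gave a chromosome 12 median after LPS as large and 1 without stimulation, with at most 0.15 and 0.11 in size for the others. For distal chromosome 2 the counts were 1 and 1, with at most 0.13 and 0.15 for the others. As for the interferon lists, these counts leave open a grouping of the lines by chance. A candidate explanation is a copy number difference between the ACAT1 KO and WT lines, which may stem from clonal selection and was not measured in DNA. Medians of distal chromosome 2 in the ACAT1 KO libraries against the WT mean lay from 0.31 to 0.32 without stimulation and from 0.27 to 0.30 after LPS, and in the WT libraries from -0.041 to 0.088 and from -0.036 to 0.060. Of its windows, 10 of 10 without stimulation and 10 of 10 after LPS were positive. A biological effect of the genotype on whole chromosomes was not tested.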

How the results depend on the processing

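The term for the library batch and the fits without chromosomes 12 and distal 2 were chosen after the result was seen. Over the alternatives set earlier that kept all libraries, the median of the T1IFN genes of the paper in unstimulated cells lay from -0.65 to -0.60 and that of the independent interferon list from -0.62 to -0.58, and they lay from -0.75 to -0.52 and -0.65 to -0.53 over the 6 fits that each left out a library. They passed the threshold in all of these except with the correlation estimated. The study chose the T1IFN genes on the same libraries, so for them this is not independent evidence. Counts of genes higher or lower within a state at an unadjusted p under 0.05 stayed within 1.5 times their value in all fits except the genes higher in unstimulated ACAT1 KO cells, from 1041 to 1922 with a library left out, with 1041 without WT replicate 2 and 1045 without ACAT1 KO replicate 3. Genes with an interaction at an unadjusted p under 0.05 numbered 1475, and 2310 with the line block, 2579 with the block and the batch term and 873 without replicate 2. Over-representation among genes lower in ACAT1 KO cells stands as an alternative only for lists with a negative median.

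Genes past the adjusted threshold in unstimulated cells numbered 1721 with DESeq2, 475 with at least 10 counts in every library, 522 with robust dispersion, 1353 with all 12 libraries in a single fit, 151 with the replicate number as a block, 664 with the batch term and 74 without chromosome 12 and distal chromosome 2. Of the 74 genes, 7 were higher and 67 lower in ACAT1 KO cells. The numbers of WT and ACAT1 KO lines do not pair, so the block stands here only as an alternative. With a library left out the count went from 7 to 522: 17, 7 and 522 without WT replicates 1, 2 and 3, and 24, 34 and 10 without ACAT1 KO replicates 1, 2 and 3. After LPS it went from 867 to 2245, with 1183 without WT replicate 2 and 1020, 867 and 1034 without ACAT1 KO replicates 1, 2 and 3. Genes with an interaction numbered 333 with DESeq2, 11 with limma-voom, 288 with the line block, 69 with the batch term and 457 with both. They went from 0 to 5 with a replicate number left out, lowest without replicates 2 and 3, where 873 and 1041 genes had an unadjusted p under 0.05. The fits with a library left out had fewer libraries, and the fit without the chromosomes fewer genes. Fewer libraries do not account for the rise from 314 to 522 genes without WT replicate 3. The cause was not tested for any of these fits.

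Medians of lists that lost their pass were, with an estimated correlation, -0.61 for the unstimulated T1IFN list (adjusted p = 0.115), -0.60 for the unstimulated independent interferon list (adjusted p = 0.140), -0.54 for the unstimulated histone list (adjusted p = 0.403), 0.26 for the inflammatory list after LPS (adjusted p = 0.191), -0.14 for the chromatin list after LPS (adjusted p = 0.191), -0.61 for the histone list after LPS (adjusted p = 0.191), 0.20 for the interaction of the inflammatory list (adjusted p = 0.224) and -0.089 for the interaction of the chromatin list (adjusted p = 0.234). With fry they were -0.54 for the unstimulated histone list (adjusted p = 0.103), 0.55 for the interaction of the independent interferon list (adjusted p = 0.0520), 0.20 for the interaction of the inflammatory list (adjusted p = 0.282) and -0.089 for the interaction of the chromatin list (adjusted p = 0.0712), and with over-representation -0.089 for the interaction of the chromatin list (adjusted p = 1.00). With length and GC offsets it was -0.051 for the chromatin list after LPS (adjusted p = 0.149), with the block and these offsets -0.051 for the chromatin list after LPS (adjusted p = 0.146), with upper-quartile normalization -0.028 for the interaction of the chromatin list (adjusted p = 0.0966), and with at least 10 counts in every library -0.078 for the interaction of the chromatin list (adjusted p = 0.0526). Medians of lists that came to pass were -0.014 for the unstimulated acetyl-CoA list (adjusted p = 0.0303) with the block and the offsets, -0.070 for the unstimulated chromatin list (adjusted p = 0.0392) with upper-quartile normalization, -0.040 for the unstimulated acetyl-CoA list (adjusted p = 0.0143) with DESeq2, -0.057 for the unstimulated chromatin list (adjusted p = 0.0429) and -0.048 for the unstimulated acetyl-CoA list (adjusted p = 0.0336) with a single fit, and -0.058 for the unstimulated acetyl-CoA list (adjusted p = 0.0200) with the batch term. The acetyl-CoA list includes Acat1 itself, so its passes are not independent of the deletion. Medians that changed sign were 0.049 for the interaction of the acetyl-CoA list (adjusted p = 0.157) with upper-quartile normalization, -0.0040 for the independent interferon list after LPS (adjusted p = 0.361) with a single fit and -0.018 for the unstimulated inflammatory list (adjusted p = 0.256) without the chromosomes. The cause was not tested.

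With a library left out, medians went from -0.24 to 0.16 for the unstimulated inflammatory list, -0.062 to -0.021 for the unstimulated chromatin list, -0.063 to 0.0039 for the unstimulated acetyl-CoA list, -0.67 to -0.34 for the unstimulated histone list, -0.19 to 0.014 for the T1IFN list after LPS, -0.086 to 0.10 for the independent interferon list after LPS, -0.095 to -0.051 for the interaction of the chromatin list and -0.031 to 0.023 for the interaction of the acetyl-CoA list. In unstimulated cells the inflammatory list changed sign without ACAT1 KO replicate 1 and the acetyl-CoA list without ACAT1 KO replicate 2. The interaction of the acetyl-CoA list changed sign without replicate 1 and without replicate 2. The histone list lost its pass without ACAT1 KO replicate 2, at -0.34, and the chromatin interaction without replicate 3, at -0.071. After LPS the T1IFN list changed sign without WT replicate 2 and without ACAT1 KO replicate 3, and the independent list without WT replicate 1 and without ACAT1 KO replicate 2. Past the threshold came the unstimulated inflammatory list without WT replicate 1 or ACAT1 KO replicate 3, the unstimulated chromatin list without WT replicate 1, WT replicate 3 or ACAT1 KO replicate 3, and the unstimulated acetyl-CoA list without WT replicate 2 or ACAT1 KO replicate 1. After LPS so did the T1IFN list without WT replicate 1 and the independent list without WT replicate 3 or ACAT1 KO replicate 3. PC1 held 38.0% and 42.6% of the variance with all genes and 87.5% and 61.7% with the 500 most variable. PC1 of DE genes held 75.9 to 80.6% and 78.4 to 80.7% with a library left out.

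Log2 fold changes of single genes that changed sign were -0.0044 for unstimulated Socs1, 0.0042 for Isg20 after LPS, 0.021 for the interaction of Acadm, -0.12 for the LPS response of Ifitm1 in WT and -0.10 for the LPS response of Acly in ACAT1 KO cells with upper-quartile normalization. With length and GC offsets they were -0.027 for unstimulated Socs1, -0.12 for Ifitm1 after LPS and 0.015 for Acly after LPS, and with the block and these offsets -0.015 for unstimulated Socs1, -0.10 for Ifitm1 after LPS and 0.015 for Acly after LPS. With the batch term they were 0.011 for the interaction of Irf3, -0.028 for the interaction of Crat, 0.0013 for the interaction of Acadm, -0.11 for the LPS response of Ifitm1 in WT and 0.036 for the LPS response of Tlr7 in ACAT1 KO cells. The line block and the batch term together gave 0.018 for the interaction of Irf3, -0.0012 for the interaction of Crat, -0.15 for the LPS response of Ifitm1 in WT, 0.028 for the LPS response of Acly in WT and 0.019 for the LPS response of Tlr7 in ACAT1 KO cells. With a library or replicate number left out they went from -0.083 to 0.19 for unstimulated Socs1, -0.62 to 0.16 for unstimulated Socs3, -0.0041 to 0.12 for unstimulated Acadm, -0.14 to 0.057 for Ddx58 after LPS, -0.21 to 0.011 for Tlr8 after LPS, -0.23 to 0.063 for Tlr3 after LPS, -0.17 to 0.12 for Isg20 after LPS, -0.14 to 0.18 for Ifitm1 after LPS, -0.21 to 0.10 for the interaction of Irf3, -0.19 to 0.044 for the interaction of Tnf, -0.20 to 0.082 for the interaction of Slc25a20, -0.17 to 0.27 for the LPS response of Ifitm1 in WT and -0.065 to 0.0034 for the LPS response of Acly in WT. The cause was not tested. In all, 223 of 2231 values under alternatives set earlier changed (137 weaker, 52 stronger and 34 reversed), and 34 of 267 under those added later (6, 18 and 10). Of 159 values of single genes 87 passed the adjusted threshold, 59 of them in every setting. No scaling moved the median of all genes by over 0.1. Upper-quartile normalization raised the share of positive interactions at an unadjusted p under 0.05 from 36.7% to 58.4%. It raised the share of genes higher among those changed after LPS, at the same threshold, from 45.1% to 53.2%.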

Differences from the paper's values

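In the main fit each count of DE genes that the paper's text states lay within the limits set for a difference. Genes higher in unstimulated ACAT1 KO cells at an unadjusted p under 0.05 numbered 1041 without WT replicate 2, 1067 without ACAT1 KO replicate 1 and 1045 without ACAT1 KO replicate 3 against the paper's 1618, beyond these limits, and lay within them under every other alternative set before the data were examined. After LPS the genes at an unadjusted p under 0.05 numbered 5154 with edgeR and the entries of the authors' deposited comparison 5263, against the paper's 4255. With edgeR 2827 of them were lower, against the paper's 2760. The gap in the total therefore lay mainly among genes higher, 2327 with edgeR, for which the paper states no number. That direction was not compared. The log2 fold changes of single genes compared with the paper's tables lay within the limits in the main fit. They lay beyond them for Acat1 without stimulation without WT replicate 3 (-1.99 against the paper's -1.85), Stat2 without stimulation without WT replicate 1 (-1.31 against the paper's -1.12), Isg15 without stimulation without ACAT1 KO replicate 3 (-0.74 against the paper's -0.96), Acat1 after LPS without WT replicate 3 (-2.21 against the paper's -2.06), Tnf after LPS without ACAT1 KO replicate 1 (0.42 against the paper's 0.59), Ifnb1 after LPS without WT replicate 3 (1.61 against the paper's 1.27), Ifih1 after LPS without WT replicate 1 (0.56 against the paper's 0.78), Traf3 after LPS with length and GC offsets (-0.49 against the paper's -0.61), Traf3 after LPS with the block and these offsets (-0.49 against the paper's -0.61) and Traf5 after LPS without ACAT1 KO replicate 3 (-0.80 against the paper's -0.68). The legend of Fig. 1A gives as lower in naive ACAT1 KO cells the number of genes that the text gives as higher, and with edgeR 1633 genes were lower and 1599 were higher at an unadjusted p under 0.05. In the authors' deposited comparison 1618 entries were higher and 1670 lower at that threshold, which are the numbers and directions of the text.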

Other observations

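The tests of the strand, of background from DNA, of length and GC offsets and the counts of splits, other than those for the interferon lists without stimulation and for the chromatin modifier and inflammatory lists after LPS, were chosen after the result was seen.

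Transcripts of other genes the paper names or measures had these log2 fold changes in ACAT1 KO cells by edgeR. Ifnb1 is not listed in the unstimulated table and was 1.27 (adjusted p = 0.0312) after LPS, a pass it lost in 4 of 10 alternatives that kept all libraries and 3 of 6 fits that each left out a library (adjusted p up to 0.0971 and 0.0942). Tnf was 0.71 (adjusted p = 0.253) without stimulation and 0.59 (adjusted p = 0.0333) after LPS, where it lost its pass in 3 of 11 and 5 of 6 of these (up to 0.174 and 0.0750). Irf3 was 0.11 (adjusted p = 0.708) and 0.037 (adjusted p = 0.765), Socs1 0.016 (adjusted p = 0.980) and -0.34 (adjusted p = 0.196), and Socs3 -0.36 (adjusted p = 0.662) and 0.17 (adjusted p = 0.422). Acly was -0.11 (adjusted p = 0.377) and -0.042 (adjusted p = 0.634), Crat 0.13 (adjusted p = 0.417) and 0.16 (adjusted p = 0.183), Slc25a20 0.23 (adjusted p = 0.369) and 0.13 (adjusted p = 0.425), and Acadm 0.076 (adjusted p = 0.702) and 0.049 (adjusted p = 0.641). By ELISA after LPS, the paper reports less IFN-β from ACAT1 KO cells and no effect on TNFα. Ifnb1 and Tnf RNA after LPS had the directions given above, which differ from those of the protein. The RNA was taken at 2 hours and the ELISA after a longer stimulation, so the RNA values cannot decide on secretion. The acetyl-CoA supply list had a median of -0.039 (camera, adjusted p = 0.0982) without stimulation and -0.058 (0.319) after LPS. The list includes Acat1 itself, at -1.87 and -2.08, so its set tests are not independent of the deletion.

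After LPS, 4 of the 18 T1IFN genes of the paper were lower, Oas2, Tlr7, Traf3 and Traf5, and 1, Ifih1, was higher in ACAT1 KO cells at an adjusted p under 0.05. In the alternatives that kept all libraries and the fits that each left out a library, the pass was lost in 3 of 11 and 5 of 6 for Oas2, 5 of 11 and 5 of 6 for Tlr7, 0 of 11 and 0 of 6 for Traf3, 0 of 11 and 2 of 6 for Traf5 and 0 of 11 and 3 of 6 for Ifih1. Stat2 was -0.21 (adjusted p = 0.262) and Ifih1 0.75 (adjusted p = 0.0240). From the unstimulated state to LPS, Cxcl10 rose by 8.71 on the log2 scale in WT and 9.96 in ACAT1 KO cells. With the line block the interaction was 1.26 for Cxcl10 (adjusted p = 0.00415). The inflammatory list after LPS had a median of 0.26, with 32 of 42 genes higher (camera, adjusted p = 2.92e-09, fry 0.0365, correlation estimated 0.191).

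The unstimulated libraries of WT replicates 1 and 2 and ACAT1 KO replicate 2 split from the other 3. A median of 2.40 (log2) higher for 162 noncoding genes lying in exons of the other strand, against -0.014 for 13306 genes with no such overlap, is consistent with reads counted without their strand in these libraries. Genes without overlap in the lowest decile of expression differed by 0.12, which argues against background from DNA, and with all libraries thinned to the smallest total the difference was 2.69, which argues against depth. The split that follows these libraries gave 710 genes at an adjusted p under 0.05 against 314 between genotypes, so 2 of the 10 splits gave as many as the genotypes, and with the batch as a term 664 genes passed. Within the libraries with more counts on the other strand the median of the T1IFN genes of the paper was -0.56, and within the others -0.66. No biological explanation was tested for this split.

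Of the 10 splits of the libraries of a state, the split by genotype included, 1 gave as many genes at an unadjusted p under 0.05 as the genotypes without stimulation and 1 after LPS, where 1 also gave as many at an adjusted p under 0.05. Medians as large came from 1 of the 10 splits for the T1IFN genes of the paper and 1 for the independent list without stimulation, and after LPS from 1 for the chromatin modifier list and 1 for the inflammatory list. Without stimulation 1 gave a median as large for the histone list, 2 for the chromatin modifier list, 7 for the inflammatory list and 6 for the acetyl-CoA supply list. After LPS 1 did for the histone list, 1 for the acetyl-CoA supply list, 6 for the T1IFN genes of the paper and 9 for the independent list, and for the interaction with the line block 7 for the acetyl-CoA supply list and 6 for the histone list. Each count of 1 is the split by genotype itself. The T1IFN genes of the paper were chosen on these libraries split by genotype, which favours that split for them without stimulation. With 10 splits no share can fall under 0.100, so these counts leave open chance in how the lines fell into groups. DE genes of 9 of the other 9 splits of unstimulated libraries separated the groups of their own split on PC1, which is consistent with selection of the genes by the grouping itself.

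For the chromatin modifier list after LPS, 10000 random lists matched on length, GC content and expression gave a median as low in a share of 1e-04, the smallest they can give, with a median of -0.046 over the lists against -0.14. With each chromosome's median subtracted it was -0.14. These argue against the members' length, GC content and expression and against the chromosome shifts as the whole cause. With length and GC offsets it was -0.051, so a trend on length and GC content across all genes cannot be told apart from an effect on the list, since the matched lists and the offsets point apart. A biological effect of the genotype stays open.

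Histone genes were taken by a pattern on their names, which does not exclude those that are not replication-dependent. They had a median of -0.54 in unstimulated ACAT1 KO cells, 36 of 43 lower (camera, adjusted p = 8.66e-05, fry 0.103, correlation estimated 0.403), and -0.61 after LPS, 33 of 39 lower (camera, adjusted p = 2.47e-04, fry 0.0101, correlation estimated 0.191). Within the unstimulated libraries with more counts on the other strand it was -0.87 and within the others -0.16, and without ACAT1 KO replicate 2 it was -0.34. After LPS it was -0.70 with length and GC offsets, which argues against that trend. A list of 45 proliferation genes had a median of 0.031 after LPS (camera, p = 0.357) and 0.17 without stimulation (camera, p = 1.61e-08, correlation estimated 0.268), which argues against lower proliferation. Recovery of histone transcripts, many of which lack a poly(A) tail, could differ between libraries and was not tested, and a biological effect of the genotype stays open.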
